# Association of Hyperuricemia With Immune Disorders and Intestinal Barrier Dysfunction

**DOI:** 10.3389/fphys.2020.524236

**Published:** 2020-11-27

**Authors:** Qiulan Lv, Daxing Xu, Xuezhi Zhang, Xiaomin Yang, Peng Zhao, Xuena Cui, Xiu Liu, Wan Yang, Guanpin Yang, Shichao Xing

**Keywords:** hyperuricemia, gut microbiota, intestinal immune, intestinal barrier, system inflammation

## Abstract

**Background:**

More than 30–40% of uric acid is excreted via the intestine, and the dysfunction of intestinal epithelium disrupts uric acid excretion. The involvement of gut microbiota in hyperuricemia has been reported in previous studies, but the changes and mechanisms of intestinal immunity in hyperuricemia are still unknown.

**Methods:**

This study developed a urate oxidase (Uox)-knockout (Uox–/–) mouse model for hyperuricemia using CRISPR/Cas9 technology. The lipometabolism was assessed by measuring changes in biochemical indicators. Furthermore, 4-kDa fluorescein isothiocyanate–labeled dextran was used to assess gut barrier function. Also, 16S rRNA sequencing was performed to examine the changes in gut microbiota in mouse feces. RNA sequencing, Western blot, Q-PCR, ELISA, and immunohistochemical analysis were used for measuring gene transcription, the number of immune cells, and the levels of cytokines in intestinal tissues, serum, kidney, liver, pancreas, and vascellum.

**Results:**

This study showed that the abundance of inflammation-related microbiota increased in hyperuricemic mice. The microbial pattern recognition–associated Toll-like receptor pathway and inflammation-associated TNF and NF-kappa B signaling pathways were significantly enriched. The increased abundance of inflammation-related microbiota resulted in immune disorders and intestinal barrier dysfunction by upregulating TLR2/4/5 and promoting the release of IL-1β and TNF-α. The levels of epithelial tight junction proteins occludin and claudin-1 decreased. The expression of the pro-apoptotic gene *Bax* increased. The levels of LPS and TNF-α in systemic circulation increased in hyperuricemic mice. A positive correlation was observed between the increase in intestinal permeability and serum levels of uric acid.

**Conclusion:**

Hyperuricemia was characterized by dysregulated intestinal immunity, compromised intestinal barrier, and systemic inflammation. These findings might serve as a basis for future novel therapeutic interventions for hyperuricemia.

## Introduction

Hyperuricemia is a systemic disease caused by purine metabolic disorder. It is often a result of gout and renal disease, and accompanied by metabolic syndrome (Johnson et al., 2013; Debosch et al., 2014; Abeles, 2015). Lu et al. (2018) showed that hyperuricemia was associated with metabolic disorders in a urate oxidase (Uox)-knockout mouse model. Both clinical and basic studies supported the hypothesis that hyperuricemia was an independent risk factor for hypertension and cardiovascular diseases. The prevalence of hypertension, obesity, and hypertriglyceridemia in hyperuricemia is 69.1, 62.9, and 53.7%, respectively (Bardin and Richette, 2017). Hyperuricemia has become increasingly common worldwide with changes in diet and lifestyle. The prevalence of hyperuricemia has reached 21.4% in the United States and 13.3% in mainland China. Numerous anti-hyperuricemia drugs targeted at kidneys have been developed; monotherapy seriously exerts adverse effects on renal function. Hence, diverse and innovative strategies against hyperuricemia are urgently needed.

The gut is one of the largest endocrine organs, harboring thousands of microbial communities in the body. The dysbiosis of gut microbiota and immunity is associated with numerous metabolic diseases. Recent studies on the pathogenic mechanisms of hyperuricemia focus on the gut. More than 30–40% of uric acid is excreted by the intestine, and defects in intestinal clearance result in hyperuricemia (Atsushi et al., 2012; Hosomi et al., 2012). It has been established that gut microbiota participate in the metabolism of purine and uric acid (Crane, 2013; John et al., 2013). Studies have also shown that gut microbiota was considerably altered in patients with gout (Crane, 2013; Guo et al., 2016; Shao et al., 2017). These findings suggest that the gut could be a promising new therapeutic target for hyperuricemia. However, whether gut microbiota have biological effects on hyperuricemia is still unknown. Microbiota dysbiosis has a major effect on mucosal immunity, resulting in increased intestinal permeability. A weakened intestinal barrier allows the leakage of gut bacteria, inflammatory cytokines, and bacterial products such as LPS across the barrier and into the systemic circulation, which further interacts with multiple organs to cause systemic inflammation and worsen the situation (Winer et al., 2016). However, whether the changes in the microbiota in mouse models of hyperuricemia could result in alterations in intestinal immunity remains unclear. Thus, a better understanding of changes in intestinal immunity in hyperuricemia is urgently needed.

## Materials and Methods

### Animals and Models

All experiments involving mice were carried out in accordance with the protocols approved by the Animal Research Ethics Committee of the Affiliated Hospital of Qingdao University. This study established a Uox-knockout (Uox–/–) mouse model for hyperuricemia using CRISPR/Cas9 technology on C57BL/6J background. Six homozygous mice (Uox–/–) and six wild-type mice (WT) were used for experiments. The mice were housed in sterile and ventilated cages at 23°C and under a 12-h light-dark cycle. Throughout the study, the mice received a standard chow diet and water. Blood samples were collected by retro-orbital bleeding after fasting overnight. The levels of biochemical indicators, including serum uric acid, triglyceride (TC), total cholesterol (TG), and high- and low-density lipoprotein cholesterol (HDL and LDL), were determined using an automatic biochemical analyzer (Toshiba, Tokyo, Japan). Fecal samples were collected between 8 and 9 AM. The mice were weighed every week and sacrificed at an age of 15 weeks (six mice for each group). The kidney, liver, vascellum, pancreas, jejunum, ileum, and colon were sampled. Under basal conditions, mice with a weight loss of 15% under basal conditions were excluded from the study.

### 16S rRNA Gene Sequencing and Gut Microbiota Analysis

Frozen fecal samples were processed for DNA isolation, and the variable region V1–V3 of 16S rRNA was amplified using the primers 27F (5′-AGA GTT TGA TCC TGG CTC AG-3′) and 533R (5′-TTA CCG CGG CTG CTG GCA C-3′). PCR was performed by denaturing at 98°C for 30 s, followed by 25 cycles of denaturation at 98°C for 10 s, annealing at 55°C for 30 s, extension at 72°C for 30 s, and a final extension at 72°C for 5 min. The product was subsequently pooled and purified (standard gel extraction kits, Qiagen) and by Beijing Biomarker technology. Sequence data were screened and filtered for quality, and the taxonomical classification was performed using the Ribosomal Database Project (RDP)-classifier against the Greengenes reference database (Ye, 2011; Stearns et al., 2015). Sequences sharing 97% nucleotide sequence identity were clustered into operational taxonomic units (97% ID OTUs). NMDS plot for testing beta-diversity was generated in QIIME. The linear discriminant analysis effect size (LEfSe) was used for detecting discrepant bacteria among groups, and bar plots were made in R^1^. Raw sequencing data of the V1–V3 region of the 16S rRNA gene and the accompanying information were available in the Sequence Read Archive database under accession number: PRJNA600173.

### RNA Isolation and RNA Sequencing

Total RNA was isolated using TRIzol reagent (Life Technologies, United States). The mRNA was captured with Dynabeads oligo (dT) (Life Technologies). The samples were sequenced using the BGISEQ-500 platform, and about 24.08 M reads per sample were generated. Clean reads were mapped to the reference genome using HISAT^2^. The clean reads were mapped to reference transcripts using Bowtie2^3^, and then the gene expression level was calculated for each sample with RSEM^4^. KEGG pathway classification and functional enrichment were performed.

### Western Blot Analysis

Tissues were cut into small pieces and homogenized in radioimmunoprecipitation assay (RIPA) buffer containing 1% PMSF on ice. The supernatant was collected after centrifugation at 14,000 rpm for 15 min. Then, 90 μg protein was loaded onto 15 or 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes (Millipore, MA, United States). The membranes were blocked for 2 h at room temperature with 5% skimmed milk and then incubated with the following primary antibodies: mouse anti-TLR4 (Cat# sc-293072, RRID:AB_10611320, 1:500, Santa Cruz Biotechnology, United States), mouse anti-TLR5 (Cat# NB100-80842, RRID:AB_2205149 1:500, Novus, United States), rabbit anti-TLR2 (ab213676, 1:200, Abcam, United States), rabbit anti-IL-1β (Cat# ab9722, RRID:AB_308765, 1:1000, Abcam), rabbit anti-TNF-α (Cat# ab6671, RRID:AB_305641, 1:500, Abcam), mouse anti-occludin (Cat# 33-1500, RRID:AB_2533101, 1:1500, Thermo Fisher Scientific, United States), and rabbit anti-claudin-1 (Cat# NBP1-77036, RRID:AB_11026235, 1:1000, Novus) overnight at 4°C. The membranes were washed with TBST three times and incubated with anti-mouse IgG and horseradish peroxidase (HRP)-conjugated secondary antibodies (Cat# 7076, RRID:AB_330924, 1:6000, CST, United States) or anti-rabbit IgG and HRP-linked antibody (Cat# 7074, RRID:AB_2099233, 1:6000, CST, United States) at room temperature (RT) for 1 h. The protein signals were detected on an imaging system using a chemiluminescence kit (Millipore, MA, United States) and analyzed using Image-Pro Plus software (Bio-Rad, United States). Image-Pro Plus software was used to perform the gray-scale of Western Blot for the semiquantitative. Protein expression normalized to that of β-actin.

### RNA Extraction and Real-Time Quantitative PCR

Total RNAs from the kidney, liver, pancreas, vascellum, ileum, jejunum, and colon were extracted using TRIzol reagent (Life Technologies, United States) following the manufacturer’s protocols. The cDNA was synthesized using a PrimeScript RT reagent kit (Takara, Tokyo, Japan) following the manufacturer’s instructions. Real-time PCR was performed in triplicate on an ABI 7500 Fast System using SDS software with an SYBR Premix Ex Taq kit (Takara, Kyoto, Japan). The specific primers were designed using Primer 5 software and synthesized by Sangon Biotech (Table 1). All primers were verified for the production of a single specific PCR product with a melting curve program. The fold increase in mRNA abundance was calculated by the 2^–ΔΔCt^ method and normalized to GAPDH as an internal control.

**TABLE 1:** The sequences of the primers.

Names	Primers	Sequence	Species
NOD1	Forward (5′→3′)	CGGCAGCGGAAGTGGAAGAAG	Mice
	Reverse (5′→3′)	GTGTTGACTCAGTCTCGCTTCCTC	
NOD2	Forward (5′→3′)	GTGTTGACTCAGTCTCGCTTCCTC	Mice
	Reverse (5′→3′)	GTGTCGGCATCTCTGTTCAGGTG	
TLR4	Forward (5′→3′)	GCAGAAAATGCCAGGATGATG	Mice
	Reverse (5′→3′)	AACTACCTCTATGCAGGGATTCAAG	
TLR2	Forward (5′→3′)	CTCCCACTTCAGGCTCTTTG	Mice
	Reverse (5′→3′)	AGGAACTGGGTGGAGAACCT	
TLR3	Forward (5′→3′)	CAGGCGTCCTTGGACTTGAAGC	Mice
	Reverse (5′→3′)	TGCTGAACTGCGTGATGTACCTTG	
TLR5	Forward (5′→3′)	CCACCGAAGACTGCGATGAAGAG	Mice
	Reverse (5′→3′)	CCAGACCTTGTCCTTGAACACCAG	
TLR7	Forward (5′→3′)	ATCGTGGACTGCACAGACAAGC	Mice
	Reverse (5′→3′)	AGCCTACGGAAGGAATCTGGAGAG	
TLR9	Forward (5′→3′)	GACTTCAGCGGCAACGGTATGG	Mice
	Reverse (5′→3′)	TAGTTGTCTCGGAGGCTCAGCAG	
NLRP3	Forward (5′→3′)	ATGCTGCTTCGACATCTCCT	Mice
	Reverse (5′→3′)	AACCAATGCGAGATCCTGAC	
Occludin	Forward (5′→3′)	TTGAAAGTCCACCTCCTTACAGA	Mice
	Reverse (5′→3′)	CCGGATAAAAAGAGTACGCTGG	
ZO-1	Forward (5′→3′)	ACTCCCACTTCCCCAAAAAC	Mice
	Reverse (5′→3′)	CCACAGCTGAAGGACTCACA	
Bak1	Forward (5′→3′)	GGTCTTTCGAAGCTACGTTTTT	Mice
	Reverse (5′→3′)	ATCTTGGTGAAGAGTTCGTAGG	
Bax	Forward (5′→3′)	CCATGATGGTTCTGATCAGCTC	Mice
	Reverse (5′→3′)	TTGCCCTCTTCTACTTTGCTAG	
Bcl2l10	Forward (5′→3′)	TGACTACATATTCTTCTGCGC	Mice
	Reverse (5′→3′)	CTTTGGAGAGCAACTTATCTGC	
GAPDH	Forward (5′→3′)	AAATGGTGAAGGTCGGTGTGAACG	Mice
	Reverse (5′→3′)	ATCTCCACTTTGCCACTGC	
	Reverse (5′→3′)	ACA TTG GGG GTA GGA ACA CGG A	

### Hematoxylin-Eosin and Immunohistochemical Analyses

Histopathological analysis was carried out using hematoxylin-eosin (H&E) on samples from the ileum, jejunum, and colon of WT and Uox^–/–^ mice. The tissues were formalin-inflated and then paraffin-embedded. The paraffin-embedded tissue blocks were stained with H&E, and epithelial architecture was scored and mounted on an optical microscope (Olympus, Japan).

For immunohistochemical analysis, the tissue was blocked with 5% goat serum, containing 0.25% Triton-100 for 1 h at RT and incubated with primary antibodies against CD68 (1:200, Santa Cruz Biotechnology), CD3 (1:200, Abcam), and claudin-1 (1:200, Santa Cruz Biotechnology) at 4°C overnight. The tissue that was not incubated with specific primary antibodies was used as a negative control. The slices were incubated with specific secondary antibodies (1:1000, CST) for 1 h at RT after washing with PBS three times. Images were then obtained with an Olympus Provis AX70 microscope (Olympus, Japan).

### Measuring the Permeability of the Epithelial Barrier Using FITC-Labeled Dextran

The 4-kDa fluorescein isothiocyanate (FITC)-labeled dextran (FD4; Sigma–Aldrich) was used to assess *in vivo* intestinal permeability. The mice were deprived of water for 4 h prior to an oral gavage (40 mg/100 g body weight) with FITC-labeled dextran at a concentration of 80 mg/mL in PBS. After 4 h, blood was collected by retro-orbital bleeding and centrifuged at 2000 rpm for 10 min. The serum was collected, and fluorescence intensity was measured on fluorescence plates using an excitation wavelength of 485 nm and an emission wavelength of 528 nm.

### Measurement of the Serum Levels of LPS, IL-1β, and TNF-α

Serum levels of LPS, IL-1β, and TNF-α were measured using an ELISA kit (Mibio, China) in duplicate (*n* = 6) following the manufacturer’s instructions. Briefly, plates with specific antibodies were incubated with serum or tissue homogenates, washed, and incubated with HRP-avidin before quantification. The absorbance at 405 nm was measured with a microplate reader. The total proteins in the kidney, liver, pancreas, and vascellum were detected using a BCA Protein Assay kit (Thermo, United States). The contents of IL-1β and TNF-α in tissues were normalized to total protein.

### Statistical Analysis

All data were displayed as the mean ± standard error of the mean (SEM). Hyperuricemia and control groups were compared using the Student unpaired-sample *t*-test, and comparisons of more than three groups were analyzed by analysis of variance with Tukey’s *post hoc* test using SPSS 17.0. *P*-values < 0.05 indicated statistically significant differences.

## Results

### Lipometabolism Was Disordered in Hyperuricemic Mice

This study used a mouse model featuring Uox genetic dysfunction, leading to hyperuricemia. Significant differences were detected in the serum levels of uric acid between the two groups (Figure 1A). The serum levels of TC and LDL increased in hyperuricemic mice, suggesting a risk of hyperuricemia for patients with cardiovascular disease and stroke (Figures 1B,C). An increase in the HDL level was observed (Figure 1D), indicating disorders of lipid metabolism. However, no changes in triglyceride and blood glucose levels were found between hyperuricemic and WT mice (Figures 1E,F). The morphology of the kidney in hyperuricemic mice was significantly abnormal, including collapsed and necrotic nephrons, interstitial edema, and inflammatory cell infiltration (blue dot-shaped cells marked with an arrow). We also noted lamellar necrosis of epithelial cells in renal tubules (Figure 1G).

**FIGURE 1:**
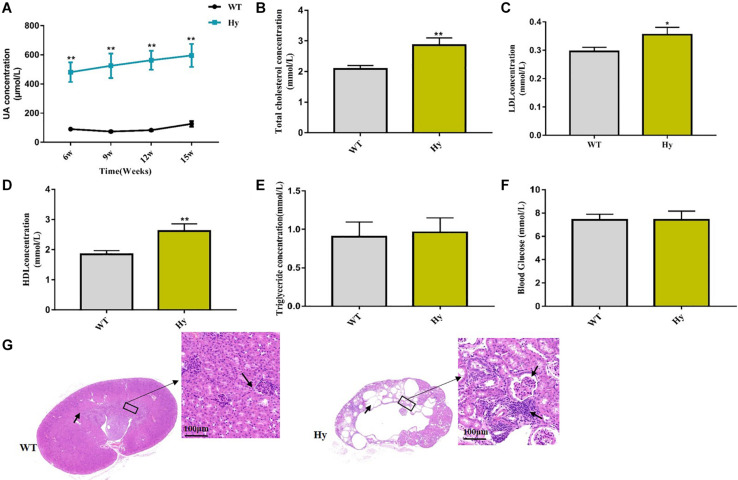
Lipometabolism was disordered in hyperuricemic mice. **(A–F)** Mice fasted overnight, and blood samples were collected at the age of 15 weeks. Serum uric acid **(A)**, TC **(B)**, LDL **(C)**, HDL **(D)**, TG **(E)**, and glucose **(F)** levels were detected using an automatic biochemical analyzer. **(G)** HE staining analysis of the architecture of kidneys with normal tubules and glomeruli and abnormal kidneys with collapsed and necrotic nephrons marked with an arrow (magnification, 200×, scale bar = 100 μm). WT, wild-type mice; Hy, hyperuricemic mice (*n* = 6 mice per group). Mean ± SEM were plotted. Statistical significance was determined using the Student unpaired-sample *t*-test (*P < 0.05 and **P < 0.001).

### Microbiota Composition Was Altered in Hyperuricemic Mice

Preclinical animal models of hyperuricemic mice featuring Uox genetic dysfunction were used to investigate the causative link between altered microbiota and gut pathology. As showed by the results of this study, Hyperuricemic mice had microbiota dysbiosis. NMDS based on unweighted UniFrac distance showed two separate clusters with highly distinct community composition (Figure 2A). The discrepant bacterial taxa between the two groups were further analyzed using LEfSe analysis. As shown in Figures 2B,C, the abundance of *Bacteroides*, *Alloprevotella*, and intestinal inflammation–associated bacteria, such as *Alistipes* and *Parabacteroides*, significantly increased in hyperuricemic mice, while the major butyrate-producing genera, such as *Clostridium*, and protective bacterium *Lactobacillus*, and anaerobic bacteria such as *Candidatus* and members of Coriobacteriaceae, were depleted.

**FIGURE 2:**
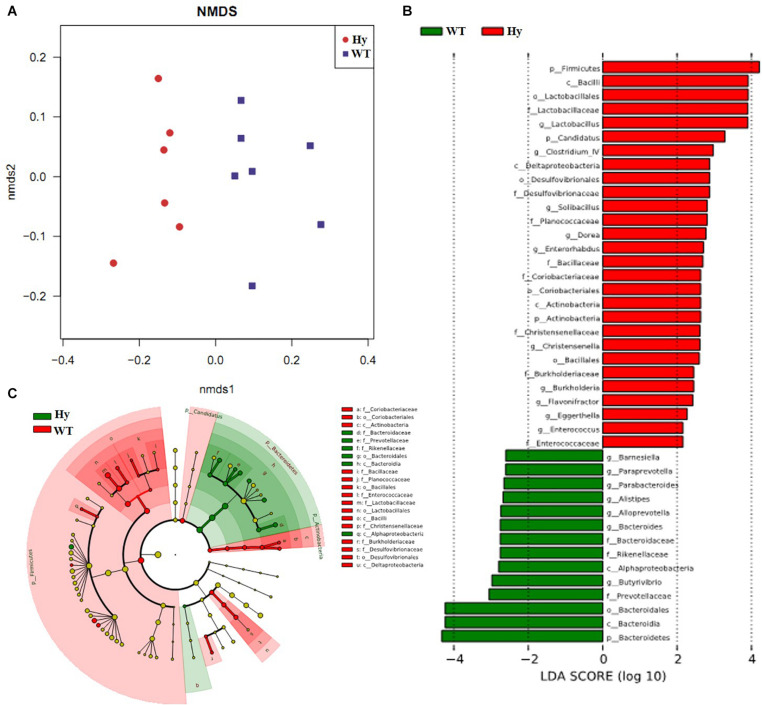
Microbial dysbiosis occurred in hyperuricemic mice. The taxa summary of microbiota was achieved using the Ribosomal Database Project (RDP)-classifier. Sequences sharing 97% nucleotide sequence identity were clustered into operational taxonomic units (97% ID OTUs). **(A)** The community composition was analyzed using NMDS based on unweighted UniFrac distance; **(B,C)** The microbiota composition was analyzed using LEfSe (*n* = 7). WT, wild-type mice; Hy, hyperuricemic mice.

Finally, the correlation between the uric acid level and bacterial abundance was analyzed using Pearson correlation coefficients with *P* < 0.05 to preliminarily verify the association between microbiota and hyperuricemia. Five (*Alloprevotella, Alistipes, Butyrivibrio, Bacteroides*, and *Barnesiella*) and three (*Clostridium_XlVa, Burkholderia*, and *Christensenella*) bacterial genera having a positive and negative correlation with uric acid, respectively, were identified in the present study (Table 2). The bacteria having a positive correlation with uric acid were also associated with intestinal inflammation. These results demonstrated that the altered microbiota was a signature of gut inflammation.

**TABLE 2:** The correlation between bacteria and UA content in mouse.

Gut bacteria	Mouse	
	*R* value	Significance level
*Christensenellaceae*	−0.62	*
*Coriobacteriaceae*	−0.7	**
*Bacteroidaceae*	0.6	*
*Rikenellaceae*	0.68	*
*Prevotellaceae*	0.62	*
*Planococcaceae*	−0.78	**
*Desulfovibrionaceae*	−0.72	**
*Lactobacillaceae*	−0.74	**
*Streptococcaceae*	−0.64	*
*Burkholderiaceae*	−0.61	*
*Enterococcaceae*	−0.61	*
*Bacteroides*	0.6	*
*Alloprevotella*	0.74	**
*Alistipes*	0.74	**
*Butyrivibrio*	0.64	*
*Barnesiella*	0.56	*
*Clostridium_XlVa*	−0.67	*
*Burkholderia*	−0.61	*
*Christensenella*	−0.62	*

Asterisks, the significance of discrepancy, **P < 0.01, *P < 0.05.

### Gut Microbiota Disturbed Intestinal Immunity

The abundance of inflammation-associated bacteria increased in hyperuricemic mice, especially in the intestine. 

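Messenger RNA of the ileum, jejunum and colon of Uox-knockout mice, the hyperuricemic (Hy) mice of this study, and of wild-type (WT) mice was sequenced at 15 weeks of age. Uox encodes urate oxidase, the enzyme with which mice break down uric acid. The labels give 4 WT and 4 Hy libraries of the ileum, and 3 of each genotype for the jejunum and for the colon, 20 in all. The labels number the replicates without stating that each number is a separate mouse, so a p-value here measures the spread between these libraries.
The authors calculated FPKM, the fragments of a gene per kilobase of transcript and per 1 M mapped fragments, and deposited them for 19674 genes per library. The methods name the BGISEQ-500 platform, HISAT, Bowtie2 and RSEM; the submitters' processing notes name Bowtie 0.12.2 and genome build mm8. FPKM hold no depth directly. The methods give about 24.08 M reads per sample, and the smallest steps between the FPKM of a gene put the depth of the libraries at 0.940 to 1.07 times their middle value. The 10 most abundant genes, among them Paneth cell defensins in the small intestine, made up 8.32 to 30.0% of the summed FPKM of a library. Defensins alone, antimicrobial peptides of the crypt, held 14.2 to 28.3% of the sum in WT jejunum libraries and 30.4 to 34.2% in Hy jejunum libraries. The ileum went the other way, with 26.1 to 37.5% in WT and 20.1 to 28.7% in Hy libraries.
Genotypes were compared within each segment on log2(FPKM + 0.5) with limma, for genes with a mean FPKM of at least 0.5. A gene counts as changed at an adjusted p under 0.05. Of all tested genes, 62.9% in the jejunum, 59.7% in the colon and 58.6% in the ileum measured higher in Hy than in WT mice, shares to set beside those of a list. Gene lists for the pathways of the paper, for cell types and for intestinal functions were written from general knowledge before the data were examined, and are not the KEGG memberships.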

RNA sequencing was performed to compare intestinal mRNA levels between WT and hyperuricemic mice to investigate the mechanisms by which gut microbiota affected intestinal epithelial function. 

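Uox, the gene removed in the Hy mice, had an FPKM of 1.01 ± 0.254 (SD, n = 3) in the WT colon and 0.123 ± 0.0351 (SD, n = 3) in the Hy colon, and no Hy library reached a WT library. Its log2 difference there was −1.27 (SE 0.26, adjusted p = 0.518 from limma), with an exact two-sided permutation p of 0.10, the smallest that 3 against 3 libraries can give. In the ileum the FPKM of Uox was 0.295 ± 0.0238 in WT and 0.135 ± 0.0904 in Hy libraries (SD, n = 4). The exact two-sided permutation p was 0.0286, and the adjusted p 0.246 over 96 such tests. In the jejunum Uox measured 0.180 and 0.130 with overlap (exact two-sided permutation p = 0.80, adjusted p = 0.975). In both segments Uox stayed under the filter for limma. The 96 tests include genes picked from these data for not overlapping, so their adjusted p depends on that choice.
The jejunum absorbs sugars, fats and minerals, and 1 of its 12626 tested genes changed. The count was 71 without WT library 2, 31 without WT library 1, and 24 on a TPM scale (each library scaled to the same sum). Nr1d1 (Entrez 217166), a transcriptional repressor of the circadian clock, fell from an FPKM of 44.0 ± 7.99 in WT to 10.0 ± 1.84 in Hy jejunum (SD, n = 3; log2 difference −2.08, SE 0.18, limma adjusted p = 0.0138). Among ileum libraries Nr1d1 ran from 4.46 to 35.5 in WT and from 2.21 to 36.0 in Hy mice. Time of day of collection thus stays open for its jejunal difference. The jejunal log2 difference of Nr1d1 stayed between −2.23 and −1.68 in all 18 alternatives. Its adjusted p was above 0.05 in 7 of them: after quantile normalization (0.0668, log2 difference −2.09), with no filter on low values (0.105, −2.08), without Hy library 1 (0.0739, −1.92) or 3 (0.0596, −2.16), with all 20 libraries in 1 fit, where the SE was 0.882 (0.9898, −2.08), and in 2 settings chosen after the data were seen, length and GC correction (0.0552, −2.02) and Gata4 as a covariate (0.351, −1.68). Of the jejunal genes, 1938 had an unadjusted p under 0.05, with 631 due by chance, 1086 of them higher and 852 lower in Hy mice. Other splits of the jejunal libraries gave up to 1266 such genes, and 10 splits are too few to decide. In 2624 genes (20.8%, against 10% by chance) the Hy and WT libraries did not overlap.
The 9 further jejunal genes of smallest p without overlap did not pass, though on the TPM scale all but Ankrd22 did (Pck1 0.00252, Slc2a5 0.00494). Slc2a5 (56485), the fructose transporter, measured 89.6 in WT and 18.7 in Hy libraries, and Slc5a1 (20537), the sodium-glucose transporter, 829 and 375. Its relative Slc5a4a (64452) measured 60.7 and 13.3. Pck1 (18534), a gluconeogenic enzyme, measured 59.9 and 7.03 (limma adjusted p = 0.0692). Also lower were the efflux pump Abcc2 (12780) with 23.6 and 7.18, the calcium-binding S100g (12309) with 7.50 and 3.20, and the fatty acid activating Acsf2 (264895) with 54.9 and 19.5. Ccl24 (56221), a chemokine for eosinophils, measured 17.4 and 3.93, while Ankrd22 (52024), little studied in the gut, measured 0.550 and 1.67. Gata4, a transcription factor that marks the upper small intestine, had an FPKM of 29.0 to 35.2 in WT and 18.9 to 27.3 in Hy jejunum. Hy library 1 stood apart in 2 ileal genes, Fabp6 with 1370, against 40.2 or less in the other 5 libraries, and Fgf15 with 19.3, against 3.96 or less.
In the colon 0 of 13322 genes changed (limma, smallest adjusted p = 0.324), but 31 did without WT library 5 and 39 with all 20 libraries in 1 fit, where Reg4 (0.00281), Gal3st2 (0.00160), Gal3st2b (0.00750) and Slc29a4 (0.00558) passed, and 1103 had an unadjusted p under 0.05, with 666 due by chance. Other splits of the colon libraries gave up to 3522 such genes, and 3 of 10 splits were as large, the real one included. Libraries of the 2 genotypes did not overlap in 1759 genes (13.2%, against 10% by chance). Of the 10 genes of smallest p, 6 were lower in Hy mice. Reg4 (67709), a secreted lectin, measured 4755 ± 3474 in WT and 99.8 ± 52.3 in Hy colon (SD, n = 3), and Rep15 (66532), a Rab15-binding protein, 98.5 and 42.4. Gal3st2 (381334) and its near-identical neighbor Gal3st2b (100041596), sulfotransferases of mucin sugars that may share reads, measured 21.9 and 0.993, and 21.4 and 0.410. Nccrp1 (233038), a sugar-binding protein, measured 18.6 and 6.26, and the monoamine transporter Slc29a4 (243328) 6.67 and 1.64. Higher were Alpi (76768), the alkaline phosphatase of absorptive cells, with 1.83 and 15.9, and Gzma (14938), a protease of killer lymphocytes, with 3.45 and 12.7. Mettl7b (71664), a thiol methyltransferase, measured 93.5 and 205, and Alas1 (11655), the first enzyme of heme synthesis, 27.6 and 55.4. Hoxb13, which marks the lower colon, had an FPKM of 63.9 to 246 in WT libraries but 91.7, 0.210 and 1.26 in Hy libraries 1, 3 and 5.
In the ileum 0 of 13257 genes changed (limma), and the 159 genes with an unadjusted p under 0.05 were fewer than the 663 due by chance. Libraries did not overlap in 135 genes (1.02%, against 2.86% by chance). Tnfrsf17 (21935), a survival receptor of plasma cells, measured 4.70 in WT and 2.19 in Hy ileum, Scgb3a1 (68662), a secreted growth inhibitor, 4.75 and 2.43, and Mup20 (381530), a pheromone carrier, 1.29 and 0.215. Ndufa4 (17992), a respiratory chain subunit, measured 483 and 296, and the membrane protein Smim3 (106878) 14.4 and 8.90. Higher were the peptidases Mep1a (17287) with 152 and 283, and Naaladl1 (381204) with 397 and 689. The vitamin transporter Slc5a6 (330064) measured 6.87 and 12.6, the chloride exchanger Slc26a3 (13487) 28.8 and 43.7, and the developmental regulator Osr2 (107587) 37.1 and 56.7. WT ileum library 4 had the ileal genes Fabp6 at 13.6 and Slc10a2 at 0.750, inside the WT jejunum ranges of 1.00 to 40.2 and 0.540 to 3.73. Its Gata4 was 25.7, against 29.0 to 35.2 in WT jejunum, so a position nearer the jejunum stays open for it. Ileum libraries numbered 1 and 2 differed from those numbered 4 and 5 in 1605 genes. Between genotypes, 12 genes passed within numbers 1 and 2, 6 of them higher in Hy, and 2 within numbers 4 and 5, none higher. Each of these fits set 2 WT against 2 Hy libraries and was chosen after the data were seen.

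**Figure D1:**
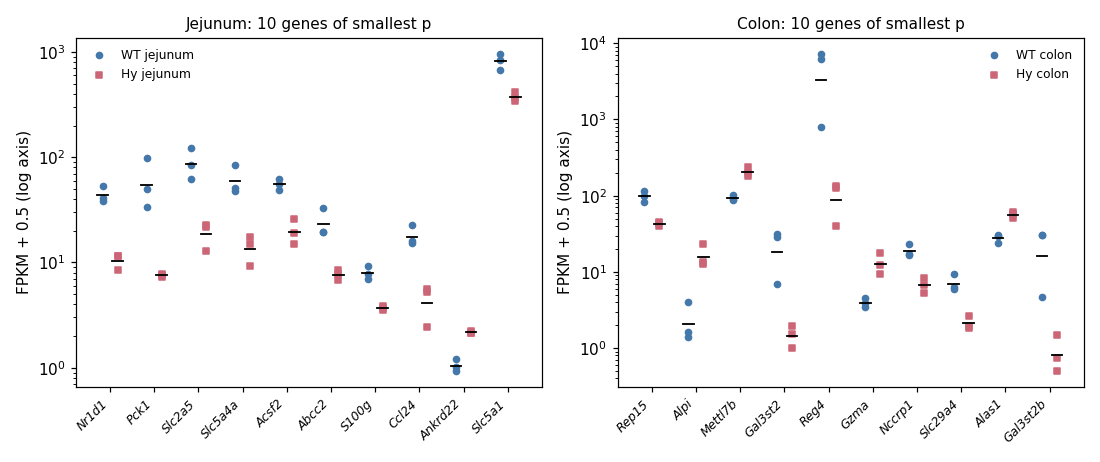
FPKM + 0.5 of the 10 genes of smallest p without overlap in the jejunum and in the colon. WT libraries are circles, Hy libraries squares, and black bars are geometric means; n = 3 per genotype and segment.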

Pathway functional enrichment was explored through KEGG pathway enrichment to highlight the DEGs relevant to bacterial infectious diseases between WT and hyperuricemic mice. As shown in Figures 3A,B, microbial pattern recognition associated with the Toll-like receptor pathway and inflammation-associated TNF and NF-kappa B signaling pathways were enriched. Furthermore, several DEGs associated with bacterial infectious diseases, such as *Staphylococcus aureus, Salmonella*, and pathogenic *Escherichia coli*, were also enriched. Moreover, inflammatory bowel disease– and bacterial invasion-associated DEGs were also significantly enriched. 

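Toll-like receptors sense microbial molecules and switch on NF-κB, the transcription factor behind many inflammatory genes; TNF is one of its targets and also one of its activators. The paper states from its enrichment analysis that these 3 pathways were enriched, without naming the segment or the threshold for a changed gene. In the jejunum most genes of the Toll-like receptor pathway, 28 of 38, measured higher in Hy than in WT mice. No gene of the 3 pathways changed in any segment (limma), also when adjusted over the list alone.
Tlr2 (24088), the receptor for bacterial lipoproteins, had a jejunal FPKM of 0.663 ± 0.0802 in WT and 1.4 ± 0.452 in Hy libraries (SD, n = 3), which did not overlap. Its log2 difference was 0.68 (SE 0.21, limma adjusted p = 0.253). Its partner Tlr1 measured 1.84 and 3.32, and Tlr3 (142980), the receptor for double-stranded RNA, 4.48 and 6.23. In the ileum Tlr2 measured 1.68 ± 0.752 and 1.91 ± 1.93 (SD, n = 4), without a set direction: the log2 difference was −0.088, and ran from −0.561 without Hy library 2 to 0.196 without Hy library 5. In the colon it measured 4.23 and 5.59. Tlr4 (21898), the receptor for lipopolysaccharide, measured 6.54 in WT and 4.42 in Hy colon, and 0.908 and 0.888 in the ileum. Tlr5, the flagellin receptor, stayed under the filter in all segments. In the colon it measured 0.223 ± 0.0764 in WT and 0.573 ± 0.436 in Hy libraries (SD, n = 3), with overlap. Its exact two-sided permutation p there was 0.40 (adjusted p = 0.64). Tlr7, for single-stranded RNA, measured 0.473 in WT and 0.570 in Hy jejunum, and Tlr9, for bacterial DNA, 0.853 ± 1.22 and 1.25 ± 1.59 in the ileum (SD, n = 4), where it was highest in WT library 5 and Hy library 2, which stand high in B cell genes, and its log2 difference ran from −0.185 without Hy library 2 to 0.875 without WT library 5.
Counted by unadjusted p under 0.05, 6 jejunal Toll-like receptor pathway genes were higher and 1 lower in Hy mice; the list as a whole gave an adjusted p of 0.283 (camera). The lower gene was Fos, a transcription factor induced by these signals, with 56.6 in WT and 34.4 in Hy libraries, while the adaptor Tab2 measured 10.4 and 13.5. In the colon 27 of 38 genes were higher, 3 by unadjusted p (adjusted p = 0.657). They included the adaptor Ticam1 with 14.6 and 19.8, the chemokine Ccl5 with 8.93 and 23.2, and the protease Ctsk with 2.68 and 4.51. In the ileum 22 of 41 were higher and 1 was lower by unadjusted p (adjusted p = 0.888); Ccl5 measured 82.5 ± 25.6 in WT and 51.0 ± 18.1 in Hy ileum (SD, n = 4), the related Ccl4 1.0 and 0.647, the kinase Ikbke 12.5 and 16.4, and the transcription factor Jun 15.7 and 20.5.
Receptors of the pattern recognition list, which adds the cytosolic sensors, were higher in 20 of 22 cases in the jejunum (adjusted p = 0.0849). In the colon 15 of 23 were lower and the list was called lower (adjusted p = 0.0470), but the call was lost in 16 of 20 alternatives, among them an estimated correlation (adjusted p = 0.904), quantile normalization (0.115) and the TPM scale (0.135), where 14 were lower and 13 higher. Aim2, a sensor of cytosolic DNA, measured 15.6 in WT and 9.59 in Hy colon, and Nlrp1b 3.28 and 2.01, while Tlr12, a receptor for profilin of parasites, measured 1.03 and 1.8. Naip5, which detects flagellin inside cells, measured 29.9 and 49.7 in the ileum, its relatives Naip1 and Naip2 14.6 and 24.0, and 15.7 and 19.8, and Nlrc4, with which they act, 13.2 and 18.1; of the 26 ileal members 14 were higher (adjusted p = 0.511). In the jejunum Naip1 measured 8.78 and 12.3, and Nlrc4 8.21 and 10.8. Nlrp3 (216799) stayed under the filter throughout, and the peptidoglycan sensors Nod1 and Nod2 measured 1.42 and 1.78, and 0.473 and 0.513, in the jejunum.
Tnf (21926) measured 0.630 ± 0.130 in WT and 0.997 ± 0.157 in Hy jejunum without overlap (SD, n = 3; limma adjusted p = 0.305), and 1.47 and 1.403 in the colon. Among TNF pathway genes 26 of 49 were higher in the jejunum, 39 of 52 in the colon and 33 of 53 in the ileum; by unadjusted p, 4 were higher and 5 lower, 5 higher and 1 lower, and 0 higher and 1 lower. The adjusted p of these lists was 0.283, 0.223 and 0.772 (camera). The jejunal median log2 difference of 0.051 lay below that of all genes, 0.086; both turned on the TPM scale, to −0.068 and −0.044, and after quantile normalization they were −0.028 and 0.023. Il15, a growth factor of intraepithelial lymphocytes, measured 14.8 and 8.77 in the jejunum, the chemokine Ccl2 0.643 and 1.11, and the transcription factors Cebpb and Creb3 13.7 and 9.84, and 47.4 and 37.2. In the colon the receptor Tnfrsf1a measured 31.5 and 41.8, the feedback inhibitor Socs3 2.9 and 5.63, Creb3 33.8 and 43.6, and Ccl20, which draws T cells to the epithelium, 3.89 and 0.820. In the ileum the matrix protease Mmp3 measured 0.743 and 0.380, and Fosl2, a partner of Jun, 25.0 and 36.6. Il1b (16176), an inflammatory cytokine, measured 1.08 and 1.78 in the colon, and 1.82 and 1.85 in the ileum.
Of the NF-κB genes 38 of 61 were higher in the jejunum, 44 of 65 in the colon and 42 of 67 in the ileum, with adjusted p of 0.796, 0.467 and 0.936 (camera). Unadjusted p under 0.05 was reached by 9, 4 and 0 of them. Cxcl12, a chemokine of stromal cells, measured 11.3 ± 1.37 in WT and 20.9 ± 5.23 in Hy jejunum (SD, n = 3), the inhibitor Tnfaip3 4.13 and 5.59, and the survival factor Bcl2a1b 5.26 and 8.05. In the colon the protease Plau measured 8.55 and 13.8, the survival factor Bcl2l1 20.8 and 27.4, and the B cell adaptor Blnk 35.3 and 45.8. In the ileum Relb, a subunit of NF-κB, measured 31.1 and 37.4, Ly96, the partner of Tlr4, 9.89 and 7.35, and the kinase Syk, active in B cells, 8.96 and 14.9; the mean of the B cell list on the log2 scale was 4.22 in WT library 5 and 2.35 and 4.74 in Hy libraries 1 and 2, and 0.309 or less in the other 5. None of these lists was over-represented among candidate genes of any segment by a one-sided Fisher test.

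**Figure D2:**
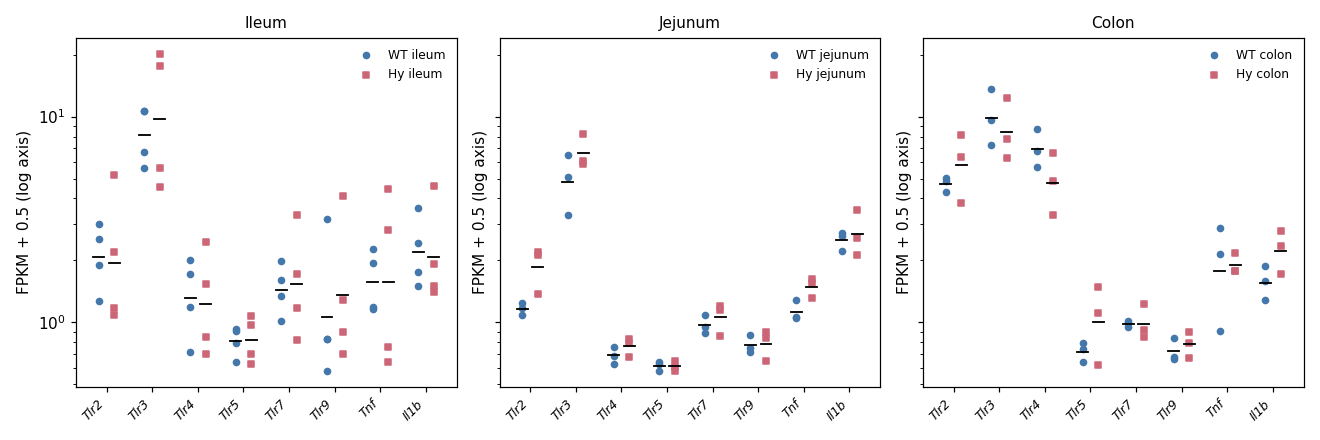
FPKM + 0.5 of 6 Toll-like receptors, Tnf and Il1b in each library of the ileum (n = 4 per genotype), jejunum and colon (n = 3 per genotype). WT libraries are circles, Hy libraries squares, and black bars are geometric means.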

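Host genes that answer Staphylococcus aureus encode mainly complement and antibody receptors of phagocytes, while the genes answering Salmonella and pathogenic Escherichia coli include flagellin sensors, nitric oxide synthase and the cytoskeleton that bacteria exploit. The S. aureus genes pointed opposite ways in the 2 segments where camera called them at its preset correlation, but were called in neither with an estimated correlation (adjusted p = 0.904 in the colon and 0.842 in the ileum), where the difference between these segments was also lost (0.996). In the colon 26 of 33 measured higher in Hy mice, and in the ileum 23 of 37 measured lower. The macrophage list was also called higher in the colon and lower in the ileum, and in neither with an estimated correlation. The paper states the enrichment of these infection pathways without further reasoning.
In the colon the S. aureus list was called higher (camera adjusted p = 0.0314), but not with an estimated correlation (adjusted p = 0.904). By unadjusted p, 4 of its genes were higher and 1 lower. The complement starters C1qa and C1qb measured 58.5 ± 12.5 and 43.6 in WT, and 90.7 ± 6.94 and 67.0 in Hy colon (SD, n = 3), and Fcgr4, an antibody receptor of macrophages, 3.24 and 6.38. The complement factor Cfd, made by fat cells, measured 99.3 ± 120 and 17.8 ± 26.4 (SD, n = 3). With Hoxb13 as a covariate, an alternative chosen after the values were seen, the list gave an adjusted p of 0.606; its values over all alternatives ran from 0.000513 to 0.904.
In the ileum the list was called lower (camera adjusted p = 0.0193, median log2 difference −0.056, against 0.053 for all genes, and 0.175 against 0.275 on the TPM scale), and not with an estimated correlation (adjusted p = 0.842). Fcgr4 measured 10.3 ± 2.55 in WT and 6.81 ± 0.996 in Hy ileum (SD, n = 4), Fcgr3 15.6 and 10.7, and the complement receptor C3ar1 2.2 and 1.61, while complement factor Cfb measured 57.8 and 79.1. Without WT library 5 the adjusted p was 0.517, in a range of 0.000408 to 0.980 over all alternatives. In the jejunum 20 of 35 were higher (adjusted p = 0.901; 2 higher and 1 lower by unadjusted p), and the median of 0.040 turned to −0.114 on the TPM scale, as that of all genes did, from 0.086 to −0.044. Itgam, an integrin of phagocytes, measured 2.08 and 3.08 there, the inhibitory receptor Fcgr2b 3.57 and 6.13, the lipid mediator receptor Ptafr 2.68 and 1.66, and the complement inhibitor Cfi 1.95 and 2.55.
Salmonella genes were higher in 37 of 56 cases in the ileum, 34 of 56 in the jejunum and 35 of 58 in the colon, or 66.1%, 60.7% and 60.3%, against 58.6%, 62.9% and 59.7% of all genes, with adjusted p of 0.0931, 0.796 and 0.859 (camera). The ileal list was called higher on the TPM scale (0.0345), after quantile normalization (0.00633), with a mean FPKM of at least 2 (0.0388) and with a replicate block (0.0356), but not with an estimated correlation (0.84). By unadjusted p, 0 were higher or lower in the ileum (limma), 1 higher and 2 lower in the jejunum, and 4 higher and 1 lower in the colon. The median differences of 0.082 in the jejunum and 0.115 in the colon turned to −0.064 on the TPM scale and −0.037 after quantile normalization, where all genes had −0.044 and 0.020. Nos2, the inducible nitric oxide synthase, measured 1.19 ± 0.196 in WT and 6.77 ± 4.85 in Hy jejunum (SD, n = 3; limma adjusted p = 0.219), and 8.67 ± 5.59 and 26.2 ± 23.0 in the ileum (SD, n = 4). The kinase Mapk3 measured 258 and 201 in the jejunum. Il18, an epithelial cytokine released by inflammasomes, measured 78.5 ± 46.8 in WT and 17.2 ± 3.85 in Hy colon (SD, n = 3), and the small GTPase Rhog 36.3 and 53.0. The muscle myosin chains Myl9 and Myl7 measured 417 and 893, and 2.86 and 14.3.
For pathogenic E. coli 29 of 46 genes were higher in the ileum, 25 of 45 in the jejunum and 33 of 46 in the colon (camera adjusted p of 0.362, 0.796 and 0.467). The jejunal median of 0.066 turned to −0.081 on the TPM scale, with that of all genes. By unadjusted p, 0 passed in the ileum (limma), 1 was higher and 2 lower in the jejunum, and 4 were higher and 1 lower in the colon. Ezr, which ties the membrane to actin, measured 244 and 332 in the ileum, the adhesion proteins Cdh1 and Ctnnb1 114 and 146, and 208 and 256, and the actin regulator Wasl 20.4 and 28.2. Ncl, a receptor for bacterial intimin, measured 17.8 and 24.9 in the jejunum, Arhgef2, an exchange factor on microtubules, 13.3 and 10.1, the tubulin Tuba1c 126 and 98.6, and actin (Actb) 2008 and 1485. In the colon Tubb2a and Tubb5, tubulins, measured 15.7 and 28.0, and 97.3 and 127, the actin regulator Arpc4 75.1 and 109, and the adaptor Nck1 22.5 and 15.6. No gene of the 3 lists changed, over all genes or adjusted over the list alone, and no list was over-represented; the smallest Fisher adjusted p (one-sided) was 0.384, for the Salmonella genes of the colon.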

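Genes tied to inflammatory bowel disease encode cytokines, their receptors and the factors that set T cell fates, and genes of bacterial invasion encode the endocytic and actin machinery with which epithelial cells take up bacteria. In the ileum the invasion genes measured higher in Hy mice in 42 of 58 cases. The paper again states the enrichment without a segment. No gene of either list changed in a segment (limma), nor adjusted over the list alone.
The ileal invasion list was called higher (camera adjusted p = 0.00704, median log2 difference 0.153), but not with an estimated correlation (adjusted p = 0.699). By unadjusted p, 2 genes were higher and 0 lower. Dnm1 and Dnm2, dynamins that pinch off endocytic vesicles, measured 11.8 ± 4.13 and 46.4 in WT, and 20.6 ± 5.01 and 65.4 in Hy ileum (SD, n = 4). Ctnnd1, a catenin of adhesion junctions, measured 68.9 and 91.4, and Gab1, an adaptor of growth factor receptors, 4.41 and 5.70. The call was lost without WT library 5 (adjusted p = 0.0548), Hy library 4 (0.0681) or Hy library 5 (0.0965), in a range of 0.000326 to 0.927 over all alternatives.
In the colon 42 of 58 invasion genes were also higher, 5 by unadjusted p and 0 lower (adjusted p = 0.175). Src, a kinase that drives uptake, measured 30.2 and 41.3, and Cav3, the caveolin of muscle cells, 1.43 and 4.54. The Hy colon libraries 3 and 5 are those with little Hoxb13. In the jejunum 28 genes were higher and 29 lower, 3 each by unadjusted p (adjusted p = 0.283); the median of −0.007 turned to 0.025 after quantile normalization. Src measured 47.9 and 38.0 there, Elmo2, which steers engulfment, 14.6 and 9.83, and the signaling subunit Pik3r1 and the adhesion kinase Ptk2 5.30 and 6.91, and 5.74 and 7.49.
Of the inflammatory bowel disease genes 27 of 40 were higher in the ileum, 23 of 34 in the jejunum and 25 of 36 in the colon, with adjusted p of 0.345, 0.796 and 0.467 (camera). The jejunal median of 0.062 turned to −0.079 on the TPM scale, as that of all genes did, from 0.086 to −0.044. Unadjusted p under 0.05 was reached by 0 genes in the ileum (limma), by 2 higher ones in the jejunum, Tlr2 and Tnf, and by 3 higher and 1 lower in the colon. Stat3, which relays interleukin signals, measured 26.4 and 35.2 in the ileum, and, next to Jun, the repair cytokine Tgfb3 2.56 and 2.04. In the jejunum the interferon-γ receptor chain Ifngr2 measured 150 and 124. In the colon the interleukin-4 receptor Il4ra measured 10.4 and 16.2, its effector Stat6 19.8 and 25.9, and the regulatory cytokine Tgfb1 7.98 and 12.0, and the lower gene was Il18.
Neither list was over-represented among the candidate genes of a segment, of which there were 20 in the ileum, 150 in the jejunum and 288 in the colon.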

The findings were confirmed using Q-PCR. We evaluated changes in the levels of microbial pattern recognition receptors in the ileum, jejunum, and colonic tissue. As shown in Figures 3C–E, the genes whose expression most strongly upregulated in hyperuricemic mice were TLR2, TLR4, and TLR5, which are indicative of gut dysbiosis. The expression of TLR2, TLR4, TLR5, and NLRP3 was significantly aberrant, especially in the jejunum. However, the protein level of TLR4 remained unchanged in the ileum, jejunum, and colon. The level of only TLR2 protein increased in the jejunum, and the level of TLR5 protein increased in the colon (Figures 3F–H). The levels of pro-inflammatory cytokines were further determined using Western blot analysis. As shown in Figures 3I,J, the augmented expression of TNF-α was observed in the ileum, jejunum, and colon. Furthermore, the level of inflammatory bowel disease-associated factor IL-1β was also elevated in the ileum, jejunum, and colon. These data indicated that the altered microbiota composition in hyperuricemia was accompanied by changes in intestinal immunity.

**FIGURE 3:**
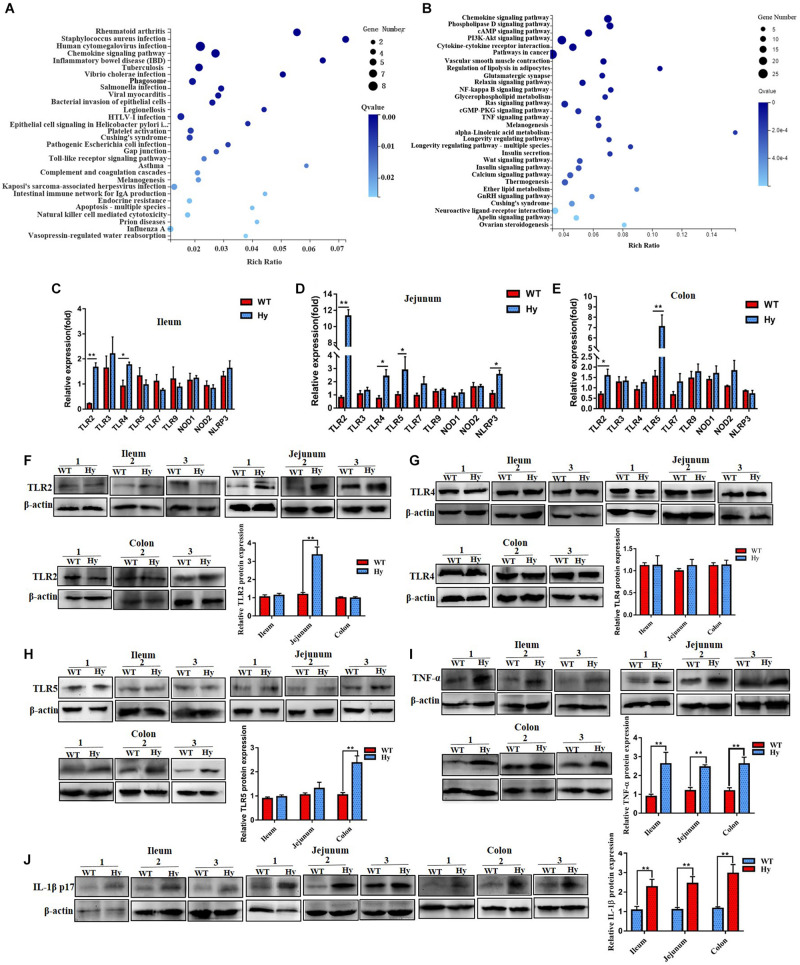
Hyperuricemic mice had increased intestinal inflammation. **(A,B)** The most pathway functional enrichment of DEGs is associated with bacterial infectious diseases and signal transduction pathways. The *x*-axis represents the enrichment factor. The *y*-axis represents the pathway name. The color indicates the *q*-value (high: white; low: blue), and the lower *q*-value indicates more significant enrichment. Point size indicates the DEG number (the bigger dots refer to a larger amount). Rich factor refers to the value of enrichment factor, which is the quotient of the foreground value (the number of DEGs) and the background value (total gene amount). The larger the value, the more significant the enrichment. **(C–E)** Gene expression of TLRs and NLRs in the ileum **(B,C)**, jejunum **(D)**, and colon **(E)** was determined using Q-PCR (*n* = 6 mice per group). **(F–H)** Protein density of TLR2 **(F)**, TLR4 **(G)**, and TLR5 **(H)** from the ileum, jejunum, and colon tissue was determined using Western blot analysis. **(I,J)** Expression of TNF-α **(I)** and IL-1β **(J)** in the ileum, jejunum, and colon was verified by Western blot analysis. Data represent three independent experiments. Mean ± SEM were plotted. Statistical significance was determined using the Student unpaired-sample *t*-test (*P < 0.05 and **P < 0.001).

### Hyperuricemia Was Characterized by Compromised Intestinal Barrier and Infiltration of Lymphocytic Cells

The association of intestinal inflammation and epithelial barrier dysfunction with hyperuricemia was further examined. The concentration of serum FD4 was detected after 6, 9, 12, and 15 weeks. As shown in Figure 4A, a feature common to hyperuricemic mice at different time points was a compromised barrier. Notably, older mice had higher intestinal permeability in both hyperuricemia and WT groups. The intestinal permeability increased with age in both hyperuricemia and WT mice. However, the increase was robust in the hyperuricemia group, but slight in the WT group. It seemed that age might predispose hyperuricemic mice to the exacerbation of intestinal barrier dysfunction. A positive correlation was observed between increased intestinal permeability and uric acid levels (*r* = 0.79, *P* < 0.01), indicating that increased intestinal permeability might contribute to hyperuricemia (Figure 4B). Together, these observations indicated that hyperuricemia was characterized by a compromised intestinal barrier. The epithelial structure was stained with H&E to further examine pathological changes in the intestinal mucosa. However, no gross differences were found in the intestinal architecture of the ileum, jejunum, and colon (Figure 4C). This study further examined inflammatory cell infiltration in the intestine. As shown in Figures 4D,E, significant lymphocytic (CD3^+^) infiltration was found in the ileum, jejunum, and colon in the hyperuricemic mice compared with the WT mice, revealing the infiltration of lymphocytic cells into the intestinal epithelium.

**FIGURE 4:**
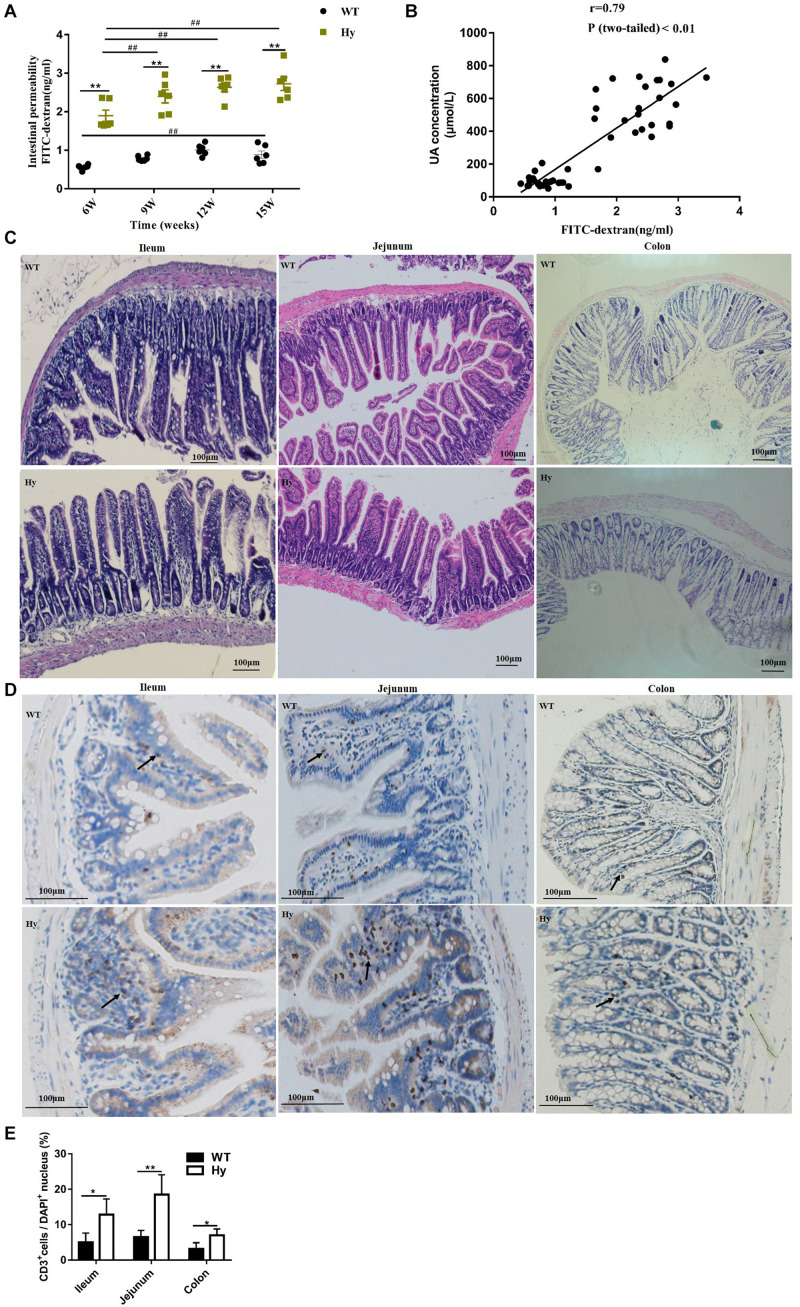
Hyperuricemia was associated with intestinal barrier dysfunction. **(A)** Intestinal permeability was measured in WT and Hy mice at the age of 6, 9, 12, and 15 weeks by oral gavage with FD4, and fluorescence translocation into the plasma were determined. **(B)** Correlation of intestinal permeability with the uric acid level was analyzed using Pearson correlation coefficients with *P* < 0.05. **(C)** Epithelial architecture of the ileum, jejunum, and colon, analyzed by staining with H&E (100× magnification). **(D)** Representative image of immunohistochemical staining for CD3+ (brown) in the ileum, jejunum, and colon. Arrows indicate positive cells. All photos were taken at 100×, scare bar = 100 μm. **(E)** Quantification data of CD3^+^ cells. The number of CD3^+^ cells was counted manually using the Image J 1.47v software, and the percentage of CD3^+^ cells per DAPI^+^ cells was calculated (*n* = 6 mice per group). Mean ± SEM were plotted. Statistical significance was determined using ANOVA with Tukey’s *post hoc* test. *P < 0.05 and **P < 0.001 versus WT; ^#^*P* < 0.05 and ^##^*P* < 0.001 versus 6 weeks.

### Molecular Mechanisms That Involved in a Compromised Intestinal Barrier

The expression of epithelial tight junction proteins was assessed to further investigate the molecular mechanisms involved in a compromised intestinal barrier. We measured the mRNA expression of occludin and ZO-1. As shown in Figures 5A–C, the expression of the occludin gene was lower only in the jejunum, while ZO-1 mRNA levels were unaffected. However, the protein expression of occludin was markedly attenuated in the ileum and jejunum but slightly changed in the colon. The expression of tight junction proteins occludin and claudin-1 were also lower in the jejunum and colon (Figures 5D,E). The present study further analyzed the expression of pro- and anti-apoptotic genes. As shown in Figures 5F–H, the expression of the pro-apoptotic gene *Bax* significantly increased in both the ileum and jejunum, while the expression of the anti-apoptotic gene *Bcl2*l reduced in the ileum. The expression of *Bak1* remained unchanged.

**FIGURE 5:**
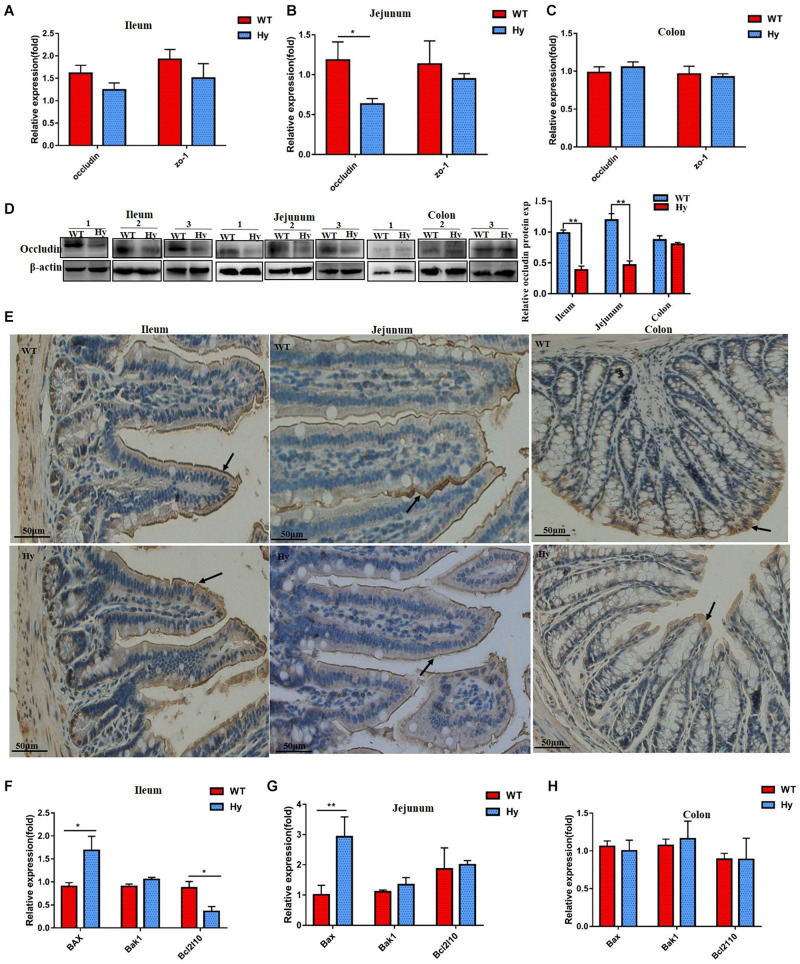
Hyperuricemia altered the expression of tight junction proteins. **(A–C)** Gene expression of occludin and ZO-1 in the ileum **(A,B)**, and colon **(C)** was determined using Q-PCR. **(D)** Protein density of occludin from the ileum, jejunum, and colon tissues was determined using Western blot analysis. Data represent three independent experiments. **(E)** Immunohistochemical staining for claudin-1 (brown, marked with arrows) in the ileum, jejunum, and colon. All photos were taken at 200×, scare bar = 50 μm. **(F–H)** Expression of anti-apoptotic protein BCL-B (Bcl2l10) and pro-apoptotic genes Bak1 and Bax in the ileum **(F)**, jejunum **(G)**, and colon **(H)** was determined using Q-PCR (*n* = 6 mice per group). Mean ± SEM were plotted. Statistical significance was determined using the Student unpaired-sample *t*-test (*P < 0.05 and **P < 0.001).

### Compromised Barrier Was Associated With Increased Systemic Inflammation

This study further explored whether the compromised barrier could result in the influx of microbial products in the system circulation. Consistently, the circulating levels of LPS were higher in hyperuricemia mice than in WT mice. Notably, the level of LPS in hyperuricemia also increased with age (Figure 6A), which was in tandem with increased intestinal permeability. However, the level of LPS did not increase at different time points in WT mice compared with hyperuricemia mice. A close positive correlation was observed between intestinal permeability and the circulating LPS level (Figure 6B). These findings indicated that a compromised barrier drove the LPS influx in the system circulation.

**FIGURE 6:**
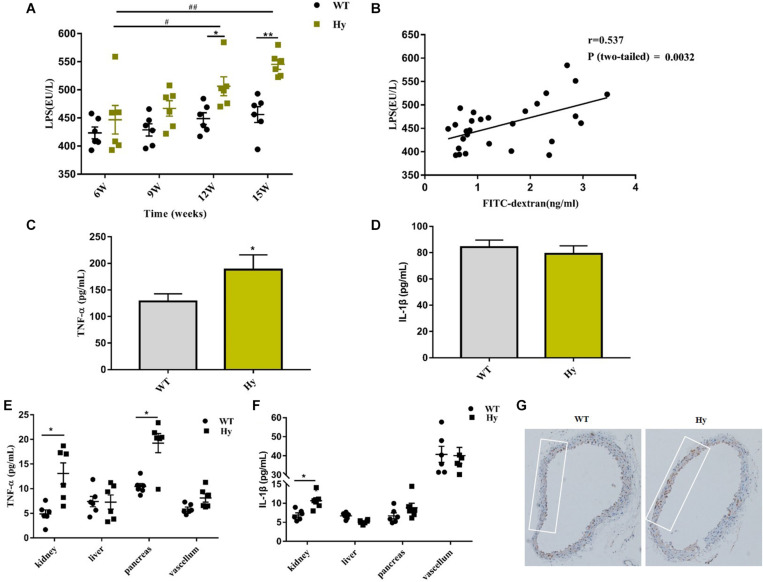
Hyperuricemia drove the translocation of LPS and increased circulating inflammation. **(A)** Serum LPS levels in WT and Hy mice (6, 9, 12, and 15 weeks old) were detected using ELISA in duplicate. **(B)** Correlation of intestinal permeability and LPS was analyzed using Pearson correlation coefficients. **(C,D)** TNF-α **(C)** and IL-1β **(D)** levels in the serum of WT and Hy mice were detected using ELISA. **(E,F)** Mice were sacrificed at the age of 15 weeks. The kidneys, liver, pancreas, and vascular tissue were homogenized, and TNF-α **(E)** and IL-1β **(F)** levels were measured using ELISA. Please note the break in the *y*-axis. **(G)** Immunohistochemical staining for CD68^+^ (brown) in the vascular tissue (100× magnification; *n* = 6 mice per group). Mean ± SEM were plotted. Statistical significance was determined using ANOVA with Tukey’s *post hoc* test. *P < 0.05 and **P < 0.001 versus WT; ^#^*P* < 0.05 and ^##^*P* < 0.001 versus 6 weeks.

LPS could trigger a series of pro-inflammatory responses. Therefore, it was hypothesized that high systemic levels of LPS might provoke an overt systemic inflammation. As shown in Figure 6C, the circulating levels of TNF-α increased in hyperuricemic mice. However, the serum IL-1β levels did not increase despite high levels of LPS (Figure 6D). It was further hypothesized that the increased systemic dissemination of microbial products and pathogenic factors as a result of the impaired intestinal barrier, might have a direct effect on multiple organs. The levels of pro-inflammatory cytokines TNF-α and IL-1β were detected in various organs. As shown in Figures 6E,F, the concentration of TNF-α was significantly elevated in the kidneys and pancreas, but no change was observed in the liver and vascellum. However, the expression of IL-1β was upregulated only in the kidneys (Figures 6E,F). Furthermore, significant infiltration areas of macrophages (CD68+) were found in the vascellum (Figure 6G). These data displayed a low-grade inflammation in the kidneys, pancreas, and vascellum.

## Discussion

Accumulating evidence has emphasized the involvement of gut microbiota in hyperuricemia. However, whether the changes in microbiota result in gut pathology is still unknown. Besides, the mechanistic basis for intestinal immunity in hyperuricemia remains poorly understood. This study was novel in examining changes and the mechanism of intestinal immunity in hyperuricemic mice. Hyperuricemic mice suffered from disturbance of the intestinal flora, with an increased abundance of inflammation-associated microbiota. Hyperuricemic mice developed a pro-inflammatory pattern of intestinal immune dysregulation characterized by increased expression of TLR2/4/5, IL-1β, and TNF-α. Consequently, dysregulated intestinal immunity and gut dysbiosis coincided to disrupt the intestinal barrier and promote the influx of microbial influx in the system circulation. The study was novel in yielding a report substantiating the changes in intestinal immunity in hyperuricemic mice and suggesting target treatments from a new perspective.

The intestinal tract is home to thousands of microbial communities in the body. Changes in microbiota may cause diseases. Many studies have linked gout to gut microbial dysbiosis. In patients with gout, microbiota with the xanthine dehydrogenase gene are enriched whereas microbiota with the allantoinase gene, which degraded uric acid to urea, are depleted (Guo et al., 2016). Thus, gut microbiota might be a novel treatment target for gout. Consistent with the available data, microbiota dysbiosis occurred in hyperuricemic mice. The abundance of health-promoting probiotics or microbiota with the functional capacity of producing butyrate (such as *Clostridium* and *Lactobacillus*) (Koji et al., 2014) decreased in hyperuricemic mice in the present study. However, the prevalence of microbiota exacerbated or implicated in intestinal inflammation, such as *Alistipes* and *Parabacteroides*, increased (Bassett et al., 2015; Walujkar et al., 2018). Furthermore, the microbiota positively correlated with uric acid and was also highly correlated with intestinal inflammation. Evidence shows that microbiota affected intestinal immunity by changing the levels of anti-inflammatory species, decreasing bacterial richness, changing microbe–microbe interactions, or producing bacterial metabolites (Anne et al., 2012; Emmanuelle et al., 2013). However, previous reports highlighted only the importance of both the composition and function of microbiota but the effects of these changes on intestinal immunity remain unclear.

This study examined intestinal immune dysregulation in hyperuricemic mice, demonstrating the abnormal expression of TLR, infiltration of lymphocytes, and increased levels of pro-inflammatory cytokines in different parts of the bowel. Disturbance in the intestinal flora and increased inflammation in the intestine have also been reported in other mouse models of obesity and diabetes (Brown et al., 2013). Increased levels of pro-inflammatory cytokines, such as TNF-α, IL-1β, IL-6, and IL-12, were observed in the intestinal tissue of mouse models with obesity (Maynard et al., 2012), which was consistent with the present findings. TNF-α levels increased in both the intestinal tissue and serum of hyperuricemic mice. Winer et al. also demonstrated the important role of TNF-α in both HFD- and inflammatory bowel disease-induced barrier dysfunction. Gut immune cells have been shown with the ability to traffic lymphoid organs, such as the spleen (Morton et al., 2014). Thus, the elevated levels of circulating TNF-α in hyperuricemic might may also be derived from the bowel lumen due to the compromised intestinal barrier. TNF knockout mice showed protection against age-associated systemic inflammation (Thevaranjan et al., 2017). However, whether an equivalent effect existed in hyperuricemia as in age-associated systemic inflammation was unclear. Furthermore, among several TLRs, the TLR2 mRNA level significantly increased in every part of the intestine, especially in the jejunum. Both protein and mRNA levels increased in the jejunum. TLR2 interacted with ligands, including bacterial lipopeptides, lipoteichoic acid, and yeast zymosan, to increase apical tightening through the activation of PKC-α and PKC-δ signaling pathways. However, under pathologic conditions, it promoted intestinal inflammation (Cario et al., 2004; Schultz et al., 2007). The overexpression of TLR2 in the jejunum might predict an aggravating intestinal inflammation, which needs further investigation.

The intestinal barrier provides a physical barrier against the excessive entry of luminal microbiota or damaging agents into the systemic circulation (Farhadi et al., 2010). The balanced interaction between microbiota and intestinal immunity is important to maintain a healthy mucosal barrier function. Once the intestinal epithelial barrier is breached, multiple organs are exposed to pathogenic microbiota and products. Evidence shows intestinal barrier dysfunction is a distinctive feature of metabolic diseases (Ekihiro and Bernd, 2012; Rera et al., 2012; Kristoff et al., 2014). Hyperglycemia drives intestinal barrier permeability in mouse models of obesity and diabetes, leading to the systemic influx of microbial products and enhanced systemic infection and inflammation (Thaiss et al., 2018). Alcohol-induced tissue damage and organ dysfunction were also accompanied by gut leakiness (Patel et al., 2015). Hyperuricemia is consistently characterized by increased intestinal permeability. Notably, intestinal permeability increased with age and levels of circulating LPS in hyperuricemic mice. Clinically, elderly individuals have a high risk of suffering from hyperuricemia. However, the related mechanism remains unclear. Thevaranjan reported that intestinal permeability increased with age, leading to the entry of microbial products into the bloodstream and triggering systemic inflammation (Thevaranjan et al., 2018). These data were consistent with the findings of the present study. The study also reported a positive correlation of levels of uric acid with intestinal permeability. Increased inflammation in the intestine led to the dysfunction of the intestinal barrier and disturbed crosstalk between the host and microbiota, further affecting the transport of uric acid and aggravating the progression of hyperuricemia. Thus, increased intestinal permeability with age might be the pivotal risk factor for hyperuricemia.

Recently, growing evidence has indicated that a compromised intestinal barrier preceded systemic inflammation (Shmagel et al., 2016; Andersen et al., 2017; Rizzetto et al., 2018). Similarly, increased levels of circulating LPS and TNF-α were observed in hyperuricemic mice, indicating systemic inflammation. Multiple organs also had a state of low-grade inflammation. A marked inflammatory response was noted especially in the pancreas and vascellum. Both basic and clinical studies have evidenced hyperuricemia as an independent risk factor for insulin resistance and atherosis (Kim et al., 2018; Sunagawa et al., 2018), but they examined the mechanism only in terms of direct inflammation and increase in the uric acid level. It appeared as if the elevated serum LPS was the consequence of increased intestinal permeability in patients with insulin resistance and vascular injury. LPS is the activator of pro-inflammatory cytokines, such as TNF-α, IL-1β, and IL-6, contributing to the development of insulin resistance (Olefsky and Glass, 2010). Estes et al. (2010) demonstrated that reducing the levels of circulating LPS attenuated immune dysfunction and systemic inflammation. The present study only evaluated the level of LPS in the serum, however, it is possible that LPS also entered the organs through systemic circulation in the form of chylomicrons (Yuehui et al., 2009). No changes were found in glucose levels. It was presumed that LPS was a risk factor for diabetes, but not a directly influencing factor. The levels of HDL and LDL increased in hyperuricemic mice, which contradicted previous findings. HDL has been considered to be a so-called “good cholesterol” because it reduces the risk of clogged arteries and atherosclerosis. However, a recent study showed that extremely high levels of HDL might be associated with an increased risk of heart attack and death (Madsen et al., 2017). The present study obtained a similar result, but the mechanism was unknown. This finding might be ascribed to hyperuricemia-induced dyslipidemia. However, further studies are needed to elucidate the mechanism.

Collectively, this study was novel in clarifying the change and mechanism of intestinal immunity in hyperuricemia and demonstrating the strong correlation of hyperuricemia with gut barrier dysfunction. Furthermore, the dysfunction of the intestinal barrier and imbalance in host–microbiome crosstalk was vital in aggravating hyperuricemia and the associated metabolic syndrome. This study suggests novel therapeutic targets against hyperuricemia from a new perspective.

## Data Availability Statement

The RNA sequencing data have been deposited in GEO public repositories accession GSE143342. 16s RNA date was deposited in BioProject, ID: PRJNA600173.

## Ethics Statement

The studies involving human participants were reviewed and approved by the ethical committee of the Affiliated Hospital of Qingdao University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Animal Research Ethics Committee of the Affiliated Hospital of Qingdao University.

## Author Contributions

SX designed the study and revised the manuscript. QL and DX performed the experiments and wrote the manuscript. XY contributed significantly to the analysis. XL, WY, and PZ helped with critical discussions. XZ and GY revised the manuscript. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.R-project.org/

2 http://www.ccb.jhu.edu/software/hisat

3 http://bowtie-bio.sourceforge.net/Bowtie2/index.shtml

4 http://deweylab.biostat.wisc.edu/RSEM

How the deposited data were processed for this re-analysis (not part of the article)

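The authors deposited FPKM of each library, and these values were used as they came. Each file lists 19674 genes by symbol and Entrez ID, of which 19527 were matched to a mouse gene table of assembly GRCm38.p6 and 147 were not; the unmatched genes stayed in the tests. FPKM were 0 in all libraries for 630 genes. The genotype of each library was taken from its label, and no library was left out. The source field of the labels reads small intestine also for the colon, and the tissue field was used instead.

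Summed FPKM ran from 543949.57 to 909780.16, with a median of 618073.29 in WT and 665951 in Hy colon, 791939.71 in WT and 666594.66 in Hy ileum, and 748361.21 in WT and 802007.05 in Hy jejunum. The sum is no measure of depth. Depth was estimated from the smallest step between the FPKM of 489 genes of low level. It is weakly supported: 40.3% of 1393 values fell within 0.1 of a whole number of fragments, against 20% by chance. Spearman correlations between replicates of one genotype were 0.979 to 0.985 in the jejunum, 0.949 to 0.974 in the colon, 0.922 to 0.967 in WT ileum and 0.894 to 0.979 in Hy ileum.

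Differences were fitted per segment on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with an intensity trend in the variance, and p-values (two-sided) were adjusted by the method of Benjamini and Hochberg over the genes of the segment. Standard errors of log2 differences are the moderated ones of limma; those of the clock score and of medians per library come from the SD of the 2 groups. Group values are mean FPKM, and the log2 differences of genes of low level are drawn toward 0 by the added 0.5. Genes under the filter, and all named genes beside limma, were given an exact permutation test of the group means on the log2 scale; 3 against 3 libraries cannot go below a p of 0.10, and 4 against 4 not below 0.0286. Candidate genes are those with an unadjusted p under 0.05 and a log2 difference of at least 1 in size: 20 in the ileum, 150 in the jejunum and 288 in the colon.

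Genes are named by a rule set beforehand: every gene the paper measures; per segment, as fewer than 5 genes passed, the 10 genes of smallest unadjusted p whose WT and Hy libraries do not overlap; and members of each described list among its 4 of smallest p. Genes that mark position (Gata4, Hoxb13, Hoxb9, Slc10a2, Fabp6, Fgf15) and Defa24 were named outside this rule, after their values were seen.

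Gene lists were tested with camera, which compares the members with all other genes, at its preset correlation of 0.01, and adjusted over the 56 lists with at least 5 tested members. The estimated correlation and the rotation test fry were run as alternatives. Over-representation among candidates was tested with a one-sided Fisher test. Called lists numbered 19 in the ileum (7 higher, 12 lower), 20 in the jejunum (7 and 13) and 15 in the colon (10 and 5), and 0 in each with an estimated correlation or with fry. Over-represented were 1, 6 and 5 lists. A difference between segments in the genotype effect was tested with all 20 libraries in one fit over 13293 genes. The median log2 difference of all genes was 0.053 in the ileum, 0.086 in the jejunum and 0.086 in the colon, and 0.275, −0.044 and 0.109 after scaling each library to the same sum (TPM scale).

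A self-test gave 200 genes of simulated libraries a change of 2 or 4 times. The fit recovered 30% and 83% of them with the spread of the ileum, 65% and 98% with that of the jejunum, and 20% and 66% with that of the colon, and 6 of 119, 11 of 174 and 5 of 91 calls were false. Each simulated gene was drawn on its own. Differences shared by many genes, as between the ileum library numbers, were not simulated, so these rates need not hold for the real libraries. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.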

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

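The tests on GC content and transcript length and the counts over other splits of the libraries were set before their results were seen; the tests on position, time of day and genotype effects below were chosen after the patterns were seen.

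Nr1d1, a gene the paper does not discuss, was lower in the Hy jejunum (limma adjusted p = 0.0138, but 0.05 or more in 7 of 18 alternatives, with log2 differences of −2.23 to −1.68). Lower clock output and lower nutrient uptake genes stood together there. An effect of genotype in every segment stays open for the clock, whose score differed by 0.216 (SE 1.17) in the colon and −0.323 (SE 1.103) in the ileum against −2.59 in the jejunum, and for the uptake genes, as the genes lower in the jejunum had a median log2 difference of −0.0584 in the ileum, where their medians per library gave an SE of 0.641. Time of day of collection stays open for the clock: the score ranged over 3.59 among Hy ileum libraries alone, and its jejunal difference had an exact two-sided permutation p of 0.10 (adjusted p = 0.30). Within a genotype the score mostly went with the library number. In ileum, jejunum and colon it was −2.40, −1.55 and −2.34 for WT 1, and −3.46, −2.76 and −2.58 for Hy 1. In ileum and colon it was 0.165 and −0.152 for WT 5, and 0.122 and 0.423 for Hy 5. Only WT 3 went the other way, with −2.30 in the colon and 1.504 in the jejunum. The jejunum has no library 4 or 5. This match was not tested, and the labels leave open whether a number is 1 mouse. Position of the jejunal sample stays open for the uptake genes, as among ileum libraries the lower genes followed Gata4 more than the higher ones (difference of median correlations 1.35, permutation p = 0.00347, adjusted p = 0.0104), and is not settled by Gata4 as a covariate, with which the median of the lower genes went from −1.27 to −0.634, Slc2a5 from −2.22 (SE 0.285) to −1.64 (SE 0.435) and Slc5a1 from −1.13 (SE 0.180) to −1.09 (SE 0.305), and enterocytes (2.14e-08) and lipid absorption (0.0143) stayed called lower; for the clock score the same difference was 0.644 (permutation p = 0.148) and decides nothing, and an effect of genotype in the jejunum alone was not tested.

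In the Hy colon Reg4 and Gal3st2 were lower and Alpi higher, none past the threshold. Position of the colon sample stays open: within genotypes, the lower candidate genes followed Hoxb13 more than the higher ones (difference of median correlations 1.09, permutation p = 0.0278, the smallest of 36 permutations, adjusted p = 0.0417); with Hoxb13 as a covariate Reg4 stayed at −4.30 (SE 1.19, from −5.23, SE 0.824), Gal3st2 at −2.76 (SE 0.736, from −3.68) and Alpi at 2.52 (SE 0.627, from 2.93), while the median of the lower candidate genes went from −1.46 to −1.03 and of the higher from 1.37 to 0.646, so the marker takes up part of the pattern and neither settles nor excludes position. After correction for GC content and transcript length 71.2% of 281 candidate genes stayed candidates, which leaves this bias open for the rest. Gal3st2 (−3.82, adjusted p = 0.0465) and Slc29a4 (−2.03, adjusted p = 0.0479) differed between colon and ileum in their genotype effect, by the interaction in limma, which takes all libraries as independent although the labels leave open whether libraries of 1 number share a mouse; 0 genes differed when they were taken to (0.0641 for both), after quantile normalization or after median scaling, and 0 to 63 in leave-one-out fits. An effect of genotype on the colon itself remains open: Hy library 1, with Hoxb13 (91.7) inside the WT range, had Reg4 at 125, against 802 in WT library 5, but a single library decides nothing.

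Ileum libraries numbered 1 and 2 differed from those numbered 4 and 5 in 1605 genes, 1122 of them lower in 4 and 5. The sign of 95.6% of these differences was that of jejunum minus ileum, against 76.5% of all genes, so a sample taken nearer the jejunum stays open for numbers 4 and 5. After correction for GC content and transcript length 4.81% of the genes still differed, and of the 90 genes that then differed 83.3% kept that sign, so this bias stays open too for most of the calls. Among genes chosen after their values were seen, the ileal bile acid transporter Slc10a2 had an FPKM of 76.3 to 108 in numbers 1 and 2 and 0.750 to 10.2 in 4 and 5 (adjusted p = 0.0540 after correction), and Hoxb9, a position gene, 8.66 to 19.6 and 0.160 to 0.560 (adjusted p = 0.00279 after correction), while Fabp6 overlapped (4565 to 12307 and 13.6 to 5748, adjusted p = 0.130) and Gata4 (0.080 to 10.8 and 12.7 to 25.7, adjusted p = 0.0620) did not pass. Within numbers 4 and 5, WT library 4 had the lowest Fabp6 (13.6) and Slc10a2 (0.750), inside the WT jejunum ranges of 1.00 to 40.2 and 0.540 to 3.73. The design names no biological difference between the numbers, so none was tested.

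Single libraries stood far from the others of their group in 8 of 94 groups of 4 ileum libraries, where about 4.7 are due by chance (gap over range above Dixon's 95% critical value). Hy library 2 stood apart in Cd3d (0.887) and Cd68 (0.856), WT library 4 in the pattern recognition list (0.864), and WT library 5 in Slc5a6 (0.875) and in the means of the NF-κB (0.849), S. aureus (0.835), inflammatory bowel disease (0.8502) and B cell lists (0.978).

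Some lists differed between segments in their genotype effect (camera on the interaction, preset correlation), and none did with an estimated correlation, where the lowest adjusted p was 0.414 for jejunum minus ileum, 0.996 for colon minus ileum and 0.876 for colon minus jejunum. For jejunum minus ileum the adjusted p was 0.00274 for bacterial invasion, 6.77e-08 for fatty acid oxidation, 0.000517 for clock genes, 2.56e-07 for enterocytes, 1.92e-06 for Paneth cells and 0.00300 for smooth muscle. For colon minus ileum it was 0.0171 for S. aureus infection, 1.60e-09 for oxidative phosphorylation, 0.0171 for T cells, 9.14e-05 for intraepithelial lymphocytes, 0.00831 for macrophages, 4.37e-06 for Paneth cells and 8.43e-06 for smooth muscle. For colon minus jejunum it was 1.92e-06 for fatty acid oxidation, 1.03e-10 for oxidative phosphorylation, 0.00556 for intraepithelial lymphocytes and 0.000198 for enterocytes.

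Other splits of the 8 ileum libraries gave results as large as the real one, so chance is not excluded for 3 results: 25 of 35 splits for genes at unadjusted p under 0.05 (159 real, 3997 the highest other), 18 of 35 for lists called (19, 35) and 27 of 35 for over-represented lists (1, 17). For changed genes it was 35 of 35 (0 by limma, 1605); with a real count of 0 every split is as large, so this count decides nothing, here and below. The split with 1605 genes is that of the library numbers, a structure of the samples. In the jejunum and the colon 10 splits are too few for a share under 0.05. In the jejunum 2 of 10 were as large for changed genes (1 real, 1 the highest other), 1 of 10 for unadjusted p (1938, 1266), 5 of 10 for lists (20, 31) and 3 of 10 for over-representation (6, 8). In the colon these were 10 of 10 (0 by limma, 12), 3 of 10 (1103, 3522), 7 of 10 (15, 27) and 5 of 10 (5, 8); the split with 3522 genes also points to a structure of the samples. For genes whose genotype effect differs between segments, 15 of 100 drawn splits were as large for colon minus ileum (2 real by limma, 2573), so chance is not excluded there, while the 100 of 100 for jejunum minus ileum (0 by limma, 375) and the 100 of 100 for colon minus jejunum (0 by limma, 2) decide nothing.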

How the results depend on the processing

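The length and GC correction, the covariates, the term for library numbers, the fits within numbers, the term for shared mice and the fit without 3 libraries were chosen after the data were seen; the other settings were set beforehand. A list or gene called neither way counts as kept even where its sign turned: in the colon 7 of 26 genes and 8 of 23 lists turned sign in 1 or more settings, in the ileum 16 of 27 and 10 of 20, and in the jejunum 7 of 24 and 9 of 21. Leave-one-out fits aside, 770 list results kept direction and side of the threshold, 20 were stronger, 116 weaker and 9 reversed; for named genes 938 were kept, 39 stronger and 5 weaker. Leaving out libraries gave 363 kept, 7 stronger, 52 weaker and 2 reversed for lists, and 487 kept, 20 stronger and 2 weaker for genes. Over-representation among genes of adjusted p under 0.05 was not run, as no segment had 20 of them. FPKM hold no depth, and as its estimate from the steps is weakly supported, its effect on low genes was not tested. Where the setting itself does not show the cause of a change below, the cause was not tested.

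Lists by test: with an estimated correlation 0 lists were called in the ileum, 0 in the jejunum and 0 in the colon (adjusted p = 0.699 for ileal invasion, 0.842 for ileal and 0.904 for colonic S. aureus). With fry 0, 0 and 0 were called (0.927, 0.980 and 0.557).

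Scaling and filters: on the TPM scale ileal E. coli (adjusted p = 0.0219) and Salmonella (0.0345) were called higher, 24 jejunal genes changed (0 higher), 10 jejunal lists were over-represented, and 4 genes differed between colon and ileum. Quantile normalization gave 0.00633 for ileal Salmonella, 0.133 for ileal S. aureus, 0 changed jejunal genes (limma; Nr1d1 0.0668) and 0 genes for colon minus ileum. Median scaling gave 0 genes for colon minus ileum and 2 over-represented ileal lists. With a mean FPKM of at least 2, ileal Salmonella had 0.0388 and S. aureus 0.0695, and 1 gene differed between colon and ileum. With no filter on low values colonic S. aureus had 0.0900, 0 jejunal genes changed (Nr1d1 0.105), 15 genes differed between colon and ileum and 8 colonic lists were over-represented. A pseudocount of 1 gave 1 such gene and 8 such lists.

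Fits: array weights gave 0.101 for ileal S. aureus, 4725 changed colonic genes (2635 higher), 8 colonic lists, and 8 colonic and 3 ileal over-represented lists; limma reported no convergence in the colon. All 20 libraries in 1 fit gave 0.113 for colonic S. aureus, 39 changed colonic genes (15 higher), 0 jejunal ones (limma; Nr1d1 0.9898), 7 colonic lists and 3 over-represented jejunal lists. With the replicate number as a block (replicate block) ileal Salmonella had 0.0356, 2 genes changed in the colon, 2 in the jejunum and 0 in the ileum, and 2 ileal lists were over-represented. Whether the numbers pair the samples is not settled. WT and Hy libraries of 1 number were correlated after the mean of each genotype was subtracted per gene. The values were 0.28, −0.06, 0.59 and −0.03 in the ileum and −0.11, −0.14 and 0.22 in the jejunum. In the colon they were 0.32, −0.26 and 0.19, and not every library correlated best with its own number. Deviations from a mean of 3 or 4 libraries depend on one another, so low values do not exclude pairing. Candidate genes at p under 0.01 gave 3 colonic and 0 ileal over-represented lists; candidates by a group mean fold of 2 gave 15 colonic, 5 ileal and 11 jejunal ones.

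After length and GC correction ileal Salmonella had 0.0180 and S. aureus 0.126, 0 jejunal genes changed (Nr1d1 0.0552 at a log2 difference of −2.02, SE 0.172, against −2.08, SE 0.178, a call lost with the degrees of freedom, 7.44 against 8.87, and not with the fold), and 8 colonic and 0 ileal lists were over-represented. With Gata4 as a covariate in the jejunum, invasion (0.000409) and E. coli (0.0289) were called lower. Called higher were chemokines (3.49e-05), inflammatory bowel disease (0.00122), NF-κB (0.0209), S. aureus (0.0229) and, reversed, intraepithelial lymphocytes (0.0289). In that fit 34 lists were called (17 higher) and 0 genes changed (limma, Nr1d1 0.351). Jejunal chemokines, at 0.235 by camera in the main fit, were also called higher without Hy library 2 (0.0140), but not in 17 of 20 alternatives. With Hoxb13 as a covariate colonic smooth muscle turned (0.512) and S. aureus had 0.606. Without the 3 ileum libraries highest in B cell genes (WT 5, Hy 1, Hy 2), these turned: B cells 0.0101, NF-κB 0.0101, Toll-like receptors 0.0347, pattern recognition 0.00281, Paneth cells 0.213, ribosomal proteins 0.616 and oxidative phosphorylation 0.0605. In that fit S. aureus had 0.163, and 9 lists were over-represented. As the choice rests on B cell genes, the turn of their list follows largely from it and decides nothing. With libraries of 1 genotype and number taken as 1 mouse, 0 genes differed between segments (Gal3st2 and Slc29a4 0.0641 for colon minus ileum; consensus correlation −0.160). Library numbers as a term gave 2 over-represented ileal lists; numbers 1 and 2 alone gave 12 changed genes, 4 and 5 alone 2.

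Leaving out 1 library at a time, adjusted p ran from 0.00112 to 0.0965 for ileal invasion, 2.39e-11 to 0.886 for ileal enterocytes (turned without WT 1), 0.0109 to 0.987 for ileal NF-κB (turned without Hy 2), 0.0214 to 0.456 for ileal Salmonella (called without WT 2 at 0.0214 and Hy 2 at 0.0412), 0.000513 to 0.216 for colonic S. aureus (lost without WT 3 at 0.216, WT 5 at 0.0777, Hy 3 at 0.0708 and Hy 5 at 0.194), and 0.000408 to 0.517 for ileal S. aureus (lost without WT 5 at 0.517, Hy 1 at 0.0986, Hy 4 at 0.103 and Hy 5 at 0.0819). Pattern recognition receptors lost their colonic call without WT 1, WT 3, Hy 1, Hy 3 or Hy 5 (0.0540 to 0.232). Changed genes ran from 0 to 31 in the colon (31 without WT 5) and 0 to 71 in the jejunum (71 without WT 2; 0 without Hy 1, where Nr1d1 had 0.0739, and without Hy 3, where it had 0.0596). Ileal lists called ran from 9 (without Hy 5) to 28. Genes that differ between segments ran from 0 to 63 for colon minus ileum and 0 to 58 for colon minus jejunum (highest without WT colon 5), and 0 to 1 for jejunum minus ileum. Over-represented lists ran from 6 to 12 in the colon, 0 to 3 in the ileum and 6 to 11 in the jejunum.

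Over all settings together, adjusted p of the paper's lists ran in ileum, jejunum and colon from 0.000326 to 0.927, 0.000409 to 0.997 and 0.0540 to 0.904 for invasion, 0.000408 to 0.980, 0.0229 to 0.982 and 0.000513 to 0.904 for S. aureus, 0.00633 to 0.97, 0.0719 to 0.999 and 0.493 to 0.992 for Salmonella, and 0.0219 to 0.980, 0.0289 to 0.999 and 0.0602 to 0.924 for E. coli. They ran from 0.107 to 0.998, 0.00122 to 0.999 and 0.0729 to 0.982 for inflammatory bowel disease, 0.0101 to 0.998, 0.0209 to 0.999 and 0.204 to 0.922 for NF-κB, 0.0347 to 0.998, 0.0509 to 0.969 and 0.513 to 0.928 for Toll-like receptors, 0.00281 to 0.998, 0.0251 to 0.969 and 0.00778 to 0.904 for pattern recognition receptors, and 0.165 to 0.998, 0.0902 to 0.997 and 0.0615 to 0.904 for TNF.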

Differences from the paper's values

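Folds of the paper are Q-PCR means of 6 mice per group, read by eye from bars; those here are Hy over WT on the scale of FPKM + 0.5, from 3 or 4 libraries per group, which lowers the folds of genes of low level. The bars were read a second time after a first comparison had been seen, and ileal occludin then moved from differing to not differing. Of 28 folds read, 10 differ by more than the replicate SD of the libraries and 1.5 times. The spread of the Q-PCR bars was not counted. Genes under the filter were not compared, among them TLR5 and NLRP3 in every segment and TLR4 in the jejunum. TLR2: about 13 in Fig. 3D (the paper's, jejunum), against 1.602 here, from group means of 0.663 and 1.4, a difference under all 15 alternatives set before the data were examined. In the ileum it was about 7.1 in Fig. 3C, against 0.941 here (under all 17), where the group means were 1.68 and 1.91 and the direction thus depends on the scale, and in the colon about 2.2 in Fig. 3E, against 1.23 here, without a difference under array weights and without Hy replicate 1 and with one under the other 14 of 16. TLR4: about 1.9 in Fig. 3C, against 0.935 here in the ileum, without a difference only without Hy replicate 5 (1 of 17), and about 1.4 in Fig. 3E, against 0.683 here in the colon (under all 16). TLR7: about 1.9 in Fig. 3D, against 1.09 here in the jejunum (under all 13).

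Occludin: about 0.53 in Fig. 5B (the paper's, jejunum), against 1.28 here (under all 16 alternatives). Bax: about 1.9 in Fig. 5F, against 0.919 here in the ileum (under all 18), and about 2.9 in Fig. 5G, against 0.867 here in the jejunum (under all 16). Bak1: about 1.3 in Fig. 5G, against 0.8293 here in the jejunum, without a difference only after quantile normalization (1 of 16). The paper itself calls Bak1 unchanged, and here it did not pass the threshold either (limma adjusted p = 0.352).

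The paper states that Toll-like receptor, TNF and NF-κB pathways, 3 infection pathways, inflammatory bowel disease and bacterial invasion were enriched among differentially expressed genes, and gives no threshold for these. Here 0 of these 8 lists were over-represented in a segment by a one-sided Fisher test, where the smallest unadjusted p was 0.130 and the smallest adjusted p 0.384, nor with the 2 other choices of candidate genes. By camera, S. aureus genes were called higher in the colon and lower in the ileum, and invasion genes higher in the ileum, but not with an estimated correlation (adjusted p = 0.904, 0.842 and 0.699). Pattern recognition genes were called lower in the colon, and not with an estimated correlation (0.904). In the ileum NF-κB genes were called lower without Hy library 2 (0.0109). NF-κB (0.0101), Toll-like receptor (0.0347) and pattern recognition genes (0.00281) were called lower without the 3 libraries highest in B cell genes. That setting, chosen after the values were seen, leaves WT 1, 2 and 4 against Hy 4 and 5 and so mixes genotype with the library numbers. As it drops libraries by B cell genes, list members active in B cells, such as Syk and Blnk, can turn with the choice. Salmonella genes were called higher in the ileum on the TPM scale, after quantile normalization, with a mean FPKM of at least 2, with a replicate block, and without WT or Hy library 2, and, in a setting chosen after the values were seen, after length and GC correction. E. coli genes were called higher in the ileum on the TPM scale. NF-κB, S. aureus and inflammatory bowel disease genes were called higher in the jejunum with Gata4 as a covariate, chosen after the values were seen, where E. coli and invasion genes were called lower. Pattern recognition genes were called higher in the jejunum on the TPM scale, with a replicate block and without Hy library 2.

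The paper names TLR2, TLR4 and TLR5 as the receptor genes that went up most in Hy mice. For protein, by Western blot, it reports more TLR2 in the jejunum, more TLR5 in the colon and unchanged TLR4 in all segments. Here jejunal Tlr2 measured higher without overlap (adjusted p = 0.253 from limma), Tlr4 did not measure higher in the ileum or the colon and stayed under the filter in the jejunum, where it measured 0.193 in WT and 0.267 in Hy libraries, and Tlr5 stayed under the filter, with a mean FPKM of 0.343 or less except for 0.573 in Hy colon. Libraries of the 2 genotypes overlapped in colonic Tlr5 (exact two-sided permutation p = 0.40). Array weights, which did not converge in the colon, called colonic Tlr2 (adjusted p = 0.0320) and Il1b (0.0142) higher and Tlr4 (0.0403) lower. The paper states more CD3-positive cells by staining in all segments; the Cd3d, Cd3e and Cd3g genes measured higher in the Hy colon (Cd3g not with Hoxb13 as a covariate, −0.132) and lower in the Hy ileum (Cd3d and Cd3e not among numbers 1 and 2 alone, 0.0484 and 0.238; both settings were chosen after the values were seen), none past the threshold except in the colon under array weights. In the jejunum no direction can be given: the log2 differences were −0.0543, −0.379 and −0.225, and without WT library 1 they were 0.348, −0.000556 and 0.189.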

Other observations

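The lists of this part other than those of the paper were chosen for description after their results were seen, among 19 called in the ileum, 20 in the jejunum and 15 in the colon; none was called with an estimated correlation. The tests on position and time of day were likewise chosen afterwards.

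In the Hy jejunum, genes of absorptive enterocytes measured lower in 22 of 25 cases (adjusted p = 6.99e-10, and 0.651 with an estimated correlation), 11 of them past the threshold adjusted over the list alone. Beside Slc2a5 and Slc5a1, the members of smallest p were Slc2a2, which passes glucose and fructose to the blood, with 106 in WT and 36.3 in Hy libraries, and the retinol carrier Rbp2 with 6116 and 2035. Lipid absorption genes were lower in 22 of 25 cases (adjusted p = 3.02e-08), led by the lipase cofactor Apoc2 (1512 and 443), the lipoprotein receptor Scarb1, the triglyceride enzyme Dgat1 and the acyl-CoA ligase Acsl5, and fatty acid oxidation genes in 18 of 21 (4.76e-08), led by the thiolases Acaa1a (148 and 81.7) and Acaa2 and the transcription factor Creb3l3; both lists had an adjusted p of 0.651 with an estimated correlation. All 38 oxidative phosphorylation genes were lower (7.24e-13, and 0.684 with an estimated correlation), led by Ndufv1, Uqcrc1, Atp5d and Cyc1 of the respiratory chain. Tuft cells, which sense parasites, had 12 of 14 genes lower (9.27e-08, and 0.651 with an estimated correlation), 7 past the threshold within the list; Ltc4s, which makes leukotriene C4, measured 11.4 and 5.14, followed by the adaptor Sh2d6, the lineage factor Pou2f3 and the lipoxygenase Alox5. Of the clock genes 10 were lower and 6 higher (0.00241, and 0.651 with an estimated correlation), 7 and 3 past the threshold within the list; the clock outputs Tef and Dbp measured 14.9 and 2.88, and 28.5 ± 31.9 and 0.960 ± 0.390 (SD, n = 3), and Nr1d2, a relative of Nr1d1, 6.40 and 2.17. All 32 cell cycle genes (1.21e-07) and all 39 interferon response genes (0.000380) were higher, each at 0.969 with an estimated correlation; cell cycle genes were led by Bub1b, Foxm1, Ccna2 and Cdc20, and interferon response genes by Ifi44 (3.73 and 12.0), Irgm1, Rtp4 and Oas2. Antimicrobial genes were higher in 28 of 34 cases (0.0254, and 0.969 with an estimated correlation), led by Nos2 and the defensins Defa5 and Defa21, but Reg1 measured 214 and 31.0. The antimicrobial call was lost without WT library 1 (0.358), WT library 3 (0.0701) or Hy library 2 (0.0768), with no filter on low values (0.0651) and with Gata4 as a covariate (0.783), the interferon call without WT library 2 (0.0579), the clock call with a mean FPKM of at least 2 (0.0557), and the oxidative phosphorylation call with Gata4 as a covariate (0.743), with which the calls of enterocytes (2.14e-08), lipid absorption (0.0143), fatty acid oxidation (0.000403), tuft cells (0.000193), clock genes (0.000755), cell cycle (0.0490) and interferon response (0.000221) were kept. Gata4 differs with genotype in these libraries, and as among ileum libraries the lower genes follow it (difference of median correlations 1.35), the position of the sample may carry part of this. Paneth cells, intestinal stem cells, smooth muscle and fibroblasts were also called higher, and antioxidant response, colonocytes, enteroendocrine cells, adipocytes, pancreatic acinar cells, erythrocytes and intraepithelial lymphocytes lower; the Paneth call was lost without WT library 1 (0.358) or Hy library 2 (0.0619), and that of intraepithelial lymphocytes without WT library 1 (0.526), Hy library 1 (0.0816) or Hy library 2 (0.126), and it turned with Gata4 as a covariate (0.0289).

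In the Hy colon, genes of enterocytes (18 of 21, adjusted p = 0.00682), oxidative phosphorylation (36 of 38, 0.00279) and fatty acid oxidation (18 of 21, 0.00279) measured higher, as did T cells (15 of 17, 0.0110), intraepithelial lymphocytes (9 of 11, 0.0221) and smooth muscle (19 of 20, 0.00252), while B cell (10 of 13, 0.0106) and adipocyte genes (13 of 16, 0.00572) measured lower; with an estimated correlation the adjusted p was 0.904 for all of these. Of these calls, only fatty acid oxidation was kept in every leave-one-out fit: without Hy library 5 enterocytes (0.156), smooth muscle (0.194) and B cells (0.194) were lost, without WT library 3 B cells (0.609), without Hy library 3 T cells and intraepithelial lymphocytes (0.153 each), without WT library 5 intraepithelial lymphocytes (0.0912), without WT library 1 adipocytes (0.638), and without Hy library 1 oxidative phosphorylation (0.552). With Hoxb13 as a covariate, chosen after the values were seen, T cells (0.928) and intraepithelial lymphocytes (0.502) were lost and smooth muscle turned lower (0.512), enterocytes (0.000296), oxidative phosphorylation (1.83e-10), fatty acid oxidation (0.0149), B cells (0.0491) and adipocytes (0.00425) were kept, and colonocytes (0.000296), antimicrobial genes (2.61e-05) and enteroendocrine cells (0.0453) became called higher. Among their members of smallest p were Alpi, Mep1a, Rbp2 and Khk for enterocytes, Ndufv1, Ndufa10, Cyc1 and Ndufb10 for the respiratory chain, Acaa2, Acadvl and Creb3l3 for fatty acid oxidation, and Hspb6, Myl9, Des and Ckm for smooth muscle. Those of the lymphocytes were Cd3e, Thy1, Cd4 and Cd8b1 for T cells, Gzma, Ccl5, Itgae and Nkg7 for intraepithelial lymphocytes, and Ms4a1, Fcrla, Fcer2a and Fcmr for B cells, and those of adipocytes Pnpla2, Retn, Cfd and Adrb3. Colonocyte genes were over-represented among candidates (one-sided Fisher adjusted p = 2.69e-08) with members both ways; Mettl7b, the carbonic anhydrase Car1 (409 and 1650) and Prap1 measured higher, and the phosphate carrier Slc20a1 lower. Paneth cells, macrophages, and mast cells and eosinophils were also called higher, and erythrocytes lower; the Paneth call was lost without Hy library 1 (0.608), where Defa24 was 270 against 13.0 and 16.4 in the other Hy libraries, without WT library 1 (0.0648), with array weights (0.455) and with a mean FPKM of at least 2 (0.0617). Over all alternatives, leave-one-out fits included, the adjusted p was 0.05 or more in 5 of 20 for enterocytes, 4 for oxidative phosphorylation and 2 for fatty acid oxidation. It was so in 6 for T cells, 8 for intraepithelial lymphocytes, 4 for smooth muscle and 3 for adipocytes, and in 7 of 19 for B cells. The bactericidal lectins Reg3b and Reg3g measured 7.20 in WT and 61.8 in Hy colon, and 4.2 and 30.4. Genes near Uox on its chromosome, Uox included, were lower in 9 of 12 cases (adjusted p = 0.0314, and 0.904 with an estimated correlation), a call lost in 14 of 20 alternatives, among them 5 of 6 leave-one-out fits (0.0654 to 0.194) and median scaling (0.0673); 2 lower and 1 higher passed the threshold within the list: Uox and the uncharacterized 4930503B20Rik were lower and the lipid receptor Lpar3 higher (0.643 and 1.84), and next came the kinase subunit Prkacb with 34.4 and 18.1.

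In the Hy ileum all 50 ribosomal protein genes (adjusted p = 1.75e-23) and 35 of 38 oxidative phosphorylation genes (4.82e-11) measured lower, each at 0.570 with an estimated correlation; Rpl22, Rps25, Rpl9 and Rps27a, and Ndufa4, Ndufa5, Atp5j and Cox7a2 had the smallest p. After length and GC correction the median of the ribosomal protein genes moved from −0.448 to −0.278 (adjusted p = 4.94e-09) and that of oxidative phosphorylation from −0.279 to −0.0617 (0.0551). Without the 3 libraries highest in B cell genes, a setting chosen after the values were seen, ribosomal protein (0.616), oxidative phosphorylation (0.0605) and Paneth cell genes (0.213) turned higher; that fit sets WT 1, 2 and 4 against Hy 4 and 5 and so mixes genotype with the library numbers. On the TPM scale, which moved the median of all genes from 0.053 to 0.275, 23 of 38 oxidative phosphorylation genes (median −0.034), 26 of 43 chemokine genes and 13 of 20 T cell genes were lower, and after quantile normalization 10 of 16 Paneth cell genes, a call then lost (0.0860). The call of enterocytes below turned lower without WT library 1 (0.886) and was lost without WT library 5 (0.558), Hy library 4 (0.8289) or Hy library 5 (0.734). Over all 23 alternatives the enterocyte list was not called in 7. The T cell call was lost without WT library 5 (0.485), Hy library 4 (0.154) or Hy library 5 (0.257). Tight junction genes lost theirs without WT library 5 (0.168) or Hy library 5 (0.195), and immediate early genes without WT library 5 (0.0647), Hy library 4 (0.115) or Hy library 5 (0.156). All 14 genes of intraepithelial lymphocytes (3.45e-08), 7 erythrocyte genes (2.00e-07), 15 of 16 Paneth cell genes (2.31e-07), 34 of 41 chemokine genes (4.24e-06) and 17 of 19 T cell genes (0.00634) were lower, with an adjusted p of 0.570 with an estimated correlation, and 0.842 for T cells; the killer protease Gzma measured 135 and 66.3, with Ccl5, Cd7 and Nkg7 next, and the globin Hbb-bs 93.8 and 35.3, with Hba-a2, Hba-a1 and Alas2. Paneth cell genes were led by Defa26, Lyz1, Nupr1 and Defa17, chemokines by Ccl5, Ccl6, Ccl8 and Ccl7, and T cell genes by Cd3g, Cd3e, Cd3d and Cd8a. Immediate early genes were higher in 19 of 22 cases (0.000343), tight junction genes in 26 of 33 (0.00204) and enterocyte genes in 18 of 25 (0.0148), with an adjusted p of 0.570, 0.570 and 0.842 with an estimated correlation; Klf4, a factor of differentiating epithelium, measured 69.9 and 116, beside Ccn1, Hsp90aa1 and Zfp36, the junction protein Cgn 20.5 and 28.4, beside Ctnna1, Cdh17 and Cdh1, and the brush border peptidases Mep1a, Enpep, Anpep and Mep1b led the enterocyte genes. Bile acid handling, unfolded protein response and clock genes were also called higher, and plasma cells, macrophages, smooth muscle and adipocytes lower.

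Of the genes the paper measures by other methods, occludin (Ocln) measured 27.1 in WT and 32.9 in Hy ileum, 21.3 and 27.1 in the jejunum, and 20.8 and 17.8 in the colon, and ZO-1 (Tjp1) 11.0 and 15.2, 6.61 and 8.07, and 11.2 and 9.13. Claudin-1 (Cldn1) and Bcl2l10 stayed under the filter. Bax measured 48.7 and 44.9, 55.1 and 47.8, and 50.0 and 65.4, and Bak1 125 and 127, 202 and 167, and 89.0 and 130. Cd3e measured 4.94 and 3.54 in the ileum, 5.74 and 3.91 in the jejunum and 0.737 and 1.78 in the colon, Cd3d 7.21 and 4.93, 6.81 and 6.39, and 1.64 and 2.84, and Cd3g 14.8 and 10.1, 18.1 and 14.6, and 3.14 and 5.29. The macrophage gene Cd68 measured 7.42 and 6.42, 7.92 and 8.07, and 6.34 and 10.7. No gene of this paragraph passed the threshold in a segment (limma); unadjusted p was under 0.05 for Bak1, Cd3e and Cd68 in the colon.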
